# Alternatively Activated Mononuclear Phagocytes from the Skin Site of Infection and the Impact of IL-4Rα Signalling on CD4^+^T Cell Survival in Draining Lymph Nodes after Repeated Exposure to *Schistosoma mansoni* Cercariae

**DOI:** 10.1371/journal.pntd.0004911

**Published:** 2016-08-09

**Authors:** Catriona T. Prendergast, David E. Sanin, Adrian P. Mountford

## Abstract

In a murine model of repeated exposure of the skin to infective *Schistosoma mansoni* cercariae, events leading to the priming of CD4 cells in the skin draining lymph nodes were examined. The dermal exudate cell (DEC) population recovered from repeatedly (4x) exposed skin contained an influx of mononuclear phagocytes comprising three distinct populations according to their differential expression of F4/80 and MHC-II. As determined by gene expression analysis, all three DEC populations (F4/80^-^MHC-II^high^, F4/80^+^MHC-II^high^, F4/80^+^MHC-II^int^) exhibited major up-regulation of genes associated with alternative activation. The gene encoding RELMα (hallmark of alternatively activated cells) was highly up-regulated in all three DEC populations. However, in 4x infected mice deficient in RELMα, there was no change in the extent of inflammation at the skin infection site compared to 4x infected wild-type cohorts, nor was there a difference in the abundance of different mononuclear phagocyte DEC populations. The absence of RELMα resulted in greater numbers of CD4^+^ cells in the skin draining lymph nodes (sdLN) of 4x infected mice, although they remained hypo-responsive. Using mice deficient for IL-4Rα, in which alternative activation is compromised, we show that after repeated schistosome infection, levels of regulatory IL-10 in the skin were reduced, accompanied by increased numbers of MHC-II^high^ cells and CD4^+^ T cells in the skin. There were also increased numbers of CD4^+^ T cells in the sdLN in the absence of IL-4Rα compared to cells from singly infected mice. Although their ability to proliferate was still compromised, increased cellularity of sdLN from 4x IL-4RαKO mice correlated with reduced expression of Fas/FasL, resulting in decreased apoptosis and cell death but increased numbers of viable CD4^+^ T cells. This study highlights a mechanism through which IL-4Rα may regulate the immune system through the induction of IL-10 and regulation of Fas/FasL mediated cell death.

## Author Summary

In areas endemic for schistosomiasis, repeated exposure to infective cercariae is a frequent occurrence, and repeated exposure of murine skin to *Schistosoma mansoni* resulted in CD4^+^ T cells becoming hypo-responsive. Here potential contributory mechanisms were investigated. In the skin infection site, three mononuclear phagocyte populations were identified (tissue macrophages, dendritic cells, and macrophages) which exhibited up-regulation of genes associated with alternative activation, in particular the gene encoding RELMα. However, in repeatedly infected mice deficient in RELMα, there was no change in the abundance of mononuclear phagocytes in the skin, and CD4^+^ cells in the skin draining lymph nodes remained hypo-responsive. In mice deficient for IL-4Rα, required for alternative activation, levels of dermal regulatory IL-10 were reduced and there was an increase in the abundance of antigen presenting MHC-II^high^ cells, which was accompanied by increased numbers of CD4^+^ T cells. Although the absence of IL-4Rα did not translate into increased CD4^+^ cell responsiveness, they exhibited lower expression of Fas/FasL, resulting in decreased apoptosis/cell death and increased cell viability. This study highlights a mechanism through which IL-4Rα may regulate the immune system through the induction of IL-10 and regulation of Fas/FasL mediated cell death.

## Introduction

Schistosomiasis is a debilitating disease that develops following percutaneous infection with the parasitic helminth *Schistosoma spp* [1, 2]. The disease affects approximately 230 million people worldwide with infection occurring when the skin is exposed to the free-swimming tissue invasive cercariae [3]. Since the infective stage of the parasite is often present in water used for domestic purposes, individuals living in areas endemic to schistosomiasis are at risk of repeated infections.

In order to investigate the effect of repeated infection with schistosome cercariae on the immune response, we developed an experimental model whereby mice were exposed via their pinnae once (1x), or repeatedly (4x), to doses of infective *S*. *mansoni* cercariae [4]. It was found that after 4x, compared to 1x, exposures there were major changes in the cell populations within the skin site of infection such that eosinophils, macrophages, dendritic cells (DCs), neutrophils, mast cells, CD4^+^ T cells and keratinocytes were all increased after 4x infections [4–7]. Moreover, repeated infections resulted in the development of CD4^+^ T cell hypo-responsiveness in the skin-draining lymph nodes (sdLN), as well as decreased immunopathology in the liver generated in response to eggs released by adult worms [4]. CD4^+^ T cells in the sdLN from 4x mice had reduced ability to proliferate and secrete cytokines in response to larval schistosome antigens, and this was shown to be IL-10 dependent [6, 8].

Exposure of the skin to repeated doses of schistosome cercariae caused major changes in the local cytokine environment, particularly the levels of IL-4, IL-13 and IL-10, and it was proposed that immune responses in the skin involved mononuclear phagocytes that were alternatively activated [4]. The term alternative activation conventionally describes macrophages under the influence of IL-4 and IL-13 [9–12]. Alternatively activated macrophages have been given the term M2, or subgroupings thereof M2a-c [13], whilst the term alternative activation has also been used in the context of DCs [14]. Parasitic helminth infections are often associated with the development of alternatively activated cells and polarized Th2-type immune responses [15]. Together, these cell populations are linked to the development of wound healing, which accompanies the response to tissue invasive helminths [16, 17]. Therefore, it is likely that there will be substantial wound healing following the repeated percutaneous invasion of the skin by schistosome cercariae.

In the current study, we set out to investigate mononuclear phagocyte cell populations in the skin infection site following repeated exposure to schistosome larvae, and found evidence for a gene expression profile associated with alternative activation. Subsequently, we focused our investigation upon the impact of IL-4Rα which is a receptor for both IL-4 and IL-13 essential for the alternative activation of macrophages [9, 10], and Resistin-like molecule α (RELMα) which is a key marker of alternative activation and is abundant during Th2 immune responses in allergic lung inflammation and helminth infection [18–21]. Consequently, we hypothesized that IL-4Rα and RELMα might play an important role in the response following repeated exposures to infectious *S*. *mansoni* cercariae.

## Materials and Methods

### Ethics statement

Experiments were carried out in accordance with the United Kingdom Animals Scientific Procedures Act 1986 and with the approval of the University of York Ethics Committee (PPL 60/4340).

### Mice

C57BL/6 wild-type (WT), IL-4Rα deficient (Il-4rα^-/-^; IL-4RαKO) [22], and Resistin-like molecule α deficient (*Retlnα*^-/-^; RelmαKO) [23], mice were bred and housed at the University of York. Both IL-4RαKO and RelmαKO mice on C57BL/6 background were kind gifts from Professor Judith Allen, University of Edinburgh. Age and sex-matched mice (between 6 and 10 weeks) were used for all experiments.

### *S*. *mansoni* parasites and skin infection

The life cycle of a Puerto Rican strain of *S*. *mansoni* was maintained at the University of York. Both pinnae of mice were percutaneously exposed to 150 *S*. *mansoni* cercariae either once only (1x), or four times in total (4x) on a once-a-week basis between day 0 to day 21, as described previously [4, 24]. Pinnae and skin-draining lymph nodes (sdLN; auricular lymph nodes) were harvested 4 days after the final infection. Skin infection via the pinnae results in a 50% penetration rate [24], therefore a dose of approximately 75 cercariae per pinna is achieved. Pinnae inflammation was measured using a dial gauge micrometer (Mitutoyo, Japan).

### Isolation of dermal exudate cells (DEC)

Pinnae were collected and briefly exposed to 70% ethanol to sterilize before being air-dried. They were then split along the central cartilage into two halves, and floated on the surface of complete RPMI media (RPMI-1640 (Gibco, Paisley, UK) containing 10% heat inactivated FCS (Biosera, Uckfield, UK), 2 mM L-Glutamine, 1% Pen/Strep (both Gibco) and 50 μM 2-mercaptoethanol (Sigma-Aldrich, Gillingham, UK) overnight at 37°C 5% CO_2_, to obtain the dermal exudate cells (DEC) as previously described [4, 24, 25]. After overnight *in vitro* culture, the tissue samples were discarded, while the culture supernatants were spun at 1000 x*g* for 7 minutes at 4°C to recover the DEC. The skin biopsy culture supernatants were frozen at -20°C prior to subsequent analysis by ELISA. DEC were re-suspended in complete RPMI, numbers determined by trypan blue exclusion, and then subjected to either analysis by flow cytometry, or separated into groups by fluorescence-activated cell sorting (FACS).

### Cytokine analysis by ELISA

The amounts of released IL-4, IL-10, IL-12p40 present in the skin biopsy culture supernatants were determined using DuoSet enzyme-linked immunosorbent assay (ELISA) kits (R&D Systems, Abingdon, UK).

### *In vivo* lymph node cell proliferation

Mice received 1 mg bromodeoxyuridine (BrdU; Sigma-Aldrich) via daily intraperitoneal (i.p.) injection for the final 4 days prior to harvest of the sdLN in order to determine *in vivo* CD4^+^ cell proliferation [8]. Cells recovered from the sdLN were initially blocked with anti-CD16/32 monoclonal antibodies (mAbs; eBioscience, Hatfield, UK,) in goat serum (Sigma-Aldrich), and later labelled using anti-CD3 and anti-CD4 mAbs (both eBioscience) in PBS supplemented with 1% FCS (FACS Buffer). Cells were then washed in FACS Buffer, incubated in 1x Fixation/Permeabilization buffer (eBioscience) for one hour at 4°C, washed again, and then incubated at 37°C in 100 μg DNase (Sigma-Aldrich) for 1 hour. After a final wash in FACS buffer, cells were labelled for 45 minutes at room temperature with anti-BrdU mAb, or rat IgG1 isotype control mAb (both eBioscience), in 1x permeabilization buffer, according to the manufacturer’s instructions.

### Flow cytometry

DEC were first incubated using Fixable Live/Dead Aqua stain (Life Technologies, Paisley, UK), blocked with anti-CD16/32 mAbs (eBioscience) in goat serum (Sigma Aldrich), and subsequently labeled with the following mAbs conjugated to fluorescent labels: anti-CD45, anti-F4/80, anti-MHC-II (IA-IE), anti-Fas, anti-FasL, anti-CD3 and anti-CD4 (all eBioscience). Flow cytometry data was acquired on the Cyan ADP, or the BD LSR Fortessa analyzer (Beckman Coulter, London, UK). Data was analyzed using FlowJo Software v7.6.5 (Tree Star Inc, Oregon Bio, Oregon US).

### Annexin V assay

After surface staining for anti-CD3 and anti-CD4, sdLN cells were washed in cold PBS supplemented with 1x annexin V binding buffer (eBioscience), and incubated for 15 minutes with anti-annexin V FITC at room temperature. Cells were then washed in annexin V binding buffer and resuspended for analysis in annexin V binding buffer. Propidium iodide (PI) (eBioscience) was added directly before acquiring the data.

### FACS-sorting of DEC and microarray analysis

DEC obtained from infected pinnae in three independent experiments (12–18 mice each) recovered on day 4 after infection with *S*. *mansoni* cercariae were pooled and labelled with anti-MHC-II (IA-IE) (clone # M5/114) and anti-F4/80 (clone # BM8) mAbs. Cell populations which were F4/80^+^MHC-II^high^, F4/80^+^MHC-II^lo^, or F4/80^-^MHC-II^high^ were recovered by FACS (MoFlo Astrios, Beckman Coulter) and RNA extracted from sorted DEC populations using TRIzol (Life Technologies). RNA was quantified using a Nanodrop (Thermo Scientific, Waltham, USA) and quality checked using a Bioanalyzer (Agilent Technologies, Santa Clara, USA). Staff at the Technology Facility at the University of York, York, UK, prepared and carried out microarray analysis of purified RNA, including sample labelling and hybridisation, using the Agilent SurePrint system (Agilent Technologies).

### Bioinformatics

GeneSpring (Agilent Technologies) was used to normalize microarray data, calculate fold differences, prepare dendrograms of cell populations and establish significant (p< 0.05) differentially expressed genes.

### Statistics

Statistical analyses were performed using a one-way analysis of variance (ANOVA) and Tukey’s multiple comparisons test using GraphPad Prism v6 software (GraphPad Software Inc, San Diego, California. USA).

## Results

### Genes associated with alternative activation were highly up-regulated in DEC recovered from the skin after repeated exposures to *S*. *mansoni* cercariae

Dermal exudate cells (DEC) were recovered from *in vitro* cultured skin biopsies after exposure to either a 1x dose, or 4x doses, of *S*. *mansoni* cercariae in order to characterize genes that were differentially regulated four days after the final infection. 

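For the microarrays, DEC were pooled from 12 to 18 mice exposed 1 or 4 times to 150 cercariae, taken 4 days after the final exposure and sorted into R4 DCs, R4A tissue macrophages and R3 macrophages. RNA of each sorted pool was labelled with the dye Cy3 and hybridised to an Agilent SurePrint mouse array with 55681 probes. After 1x infection there were 3 arrays of each population, and after 4x infection there were 2 of R4, 3 of R4A and 4 of R3. The arrays labelled MO were taken as R3, the population left once the other labels had been assigned, although the authors' description of the series counts 4 sorted populations. The fold changes printed for R3 in Fig. 1D differed from those over the MO arrays by a median of 0.03 on the log2 scale. Fig. 1C shows 2 R4A arrays after 4x infection. The fold changes printed for R4A in Fig. 1D differed from those over replicates 1 and 2 by a median of 0.06 on the log2 scale, and from those over all 3 replicates by 0.54. Replicate 3 was therefore taken as the array the paper did not use, for which it gives no reason. Values for R4A after 4x infection are given over replicates 1 and 2 first and then over all 3 arrays.

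The authors' files give the intensity of each spot after background subtraction by the scanner software, with no normalization between arrays. The log2 intensity of each probe was set against the 75th percentile of its array, and values are given on this scale as mean ± SD over arrays. Probes that were well above background on every array of at least 1 of the 6 groups were tested, which left 21529 probes (38.7%). A probe was called with limma at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. Where no array of a group was well above background and every array of the other group was, the fold is a lower bound. For it, each dim array was given the higher of the probe's own value and the lowest value among its probes well above background. The p of such a probe comes from its values as measured, dim ones included, and not from the bound. All tests are two-sided.

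The arrays differed widely in signal. Between 16.9% (R3 1x replicate 1) and 51.9% (R4 1x replicate 3) of probes were well above background on 15 arrays. On the other 3, R4A 4x replicate 3, R3 4x replicate 3 and R3 1x replicate 2, the share was 93.9%, 83.8% and 77.0%. The intensity at the 75th percentile ranged from 5.21 to 294 and 0 spots were saturated. Groups of 2 to 4 arrays limit the precision of every value.

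**Figure D1:**
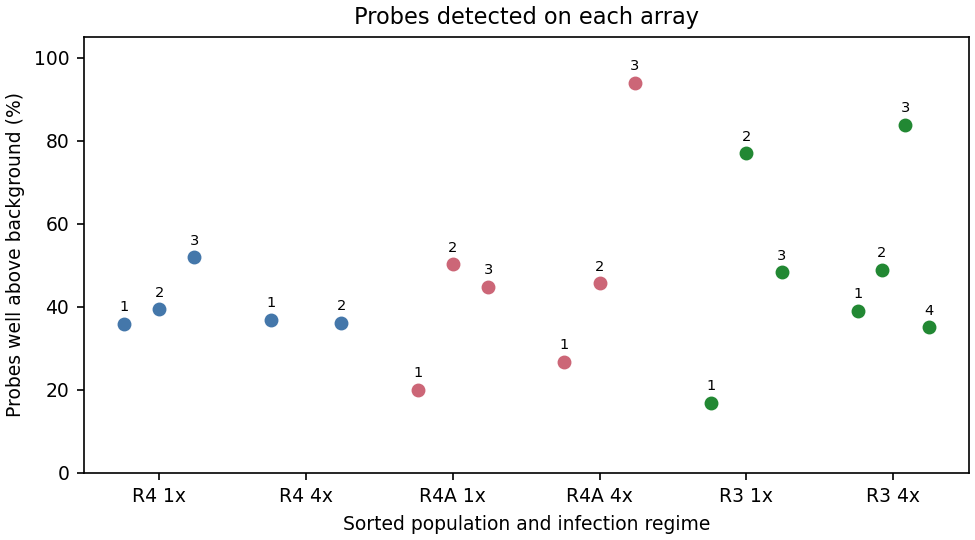
Percent of probes well above background (vertical axis) on each array, by population and exposure (horizontal axis). Points are arrays, numbered by replicate. R4A 4x replicate 3 lies at 93.9%, against 26.7% and 45.6% for the other R4A 4x arrays.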

Cells which were F4/80^+^MHC-II^-^, shown to be SiglecF^+^ eosinophils [4, 12] were excluded from the analysis as we previously showed that the absence of these cells had no effect on the development of CD4^+^ cell hypo-responsiveness in the sdLN [7]. Therefore, our microarray analysis focused upon cells of the mononuclear phagocyte system (i.e. DCs and macrophages). These cells distributed into three discrete populations: F4/80^-^MHC-II^high^ cells (denoted ‘R4’) were classed as DCs, F4/80^+^MHC-II^high^ cells (denoted ‘R4A’) were termed tissue resident macrophages, whilst F4/80^+^MHC-II^int^ cells (denoted ‘R3’) were classified as macrophages [6] as shown in Fig 1A.

**Fig 1:**
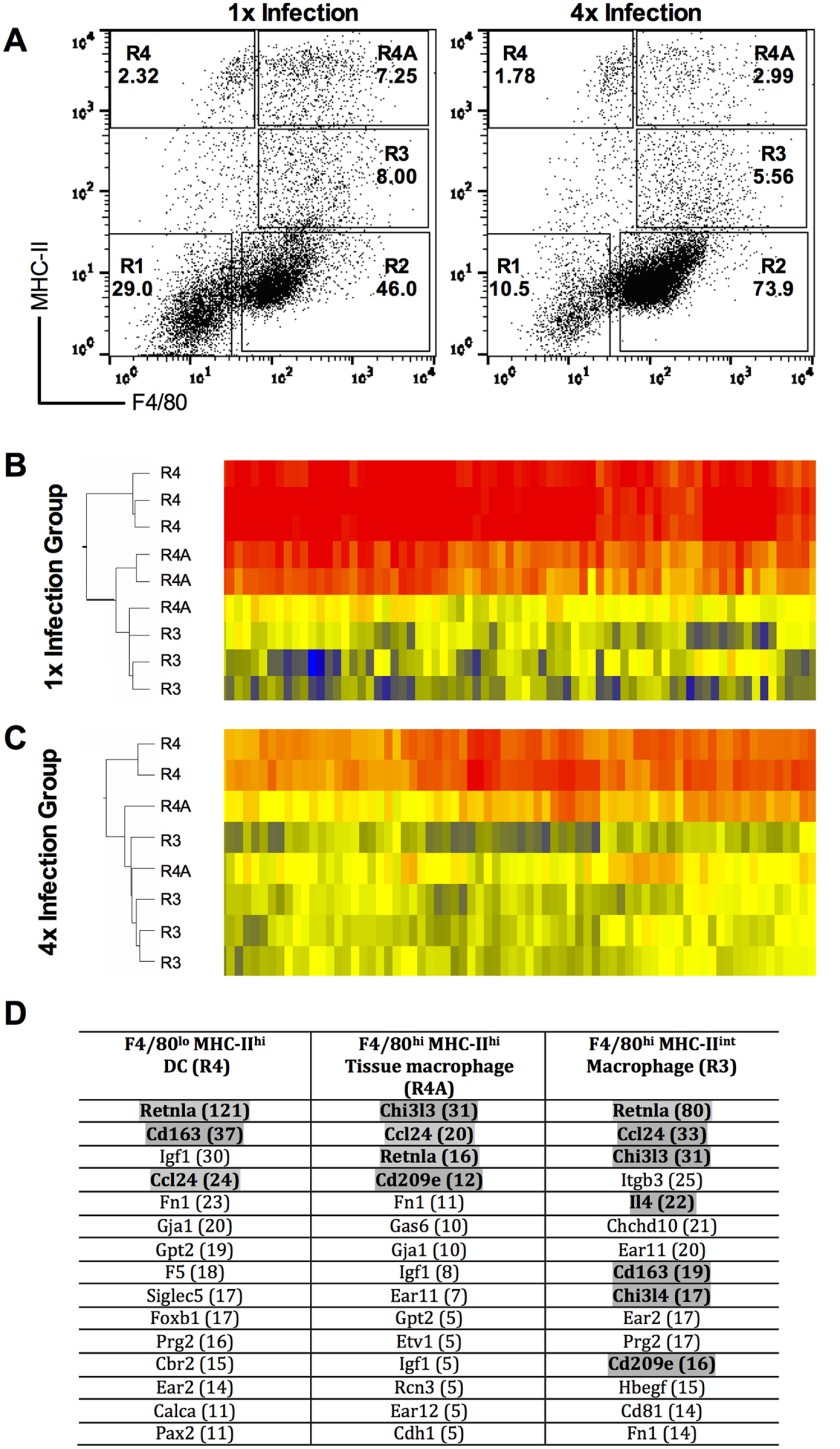
Genes related to alternative activation cell phenotype are up-regulated in dermal exudate cells (DEC) populations after repeated infection. **A.** Representative flow cytometry dot plots for DEC showing the distribution of cells based upon their expression of F4/80 and MHC-II. Cells were gated into R4, R4A and R3 populations recovered from 1x (left) and 4x (right) infected mice. Values in bold are the percent positive cells found within each gate expressed as a proportion of the total DEC recovered. Cells were sorted by fluorescent activated cell sorting (FACS), and RNA from the sorted R4, R4A and R3 cell populations was applied to microarray analysis. Heat maps showing the clustering of genes within each sorted DEC population for three biological replicates recovered after **B.** a single (1x) infection, and **C.** repeated (4x) infections. **D.** Identity of the top 15 up-regulated genes in each population after 4x compared to 1x infection. Number in brackets represents the fold up-regulation of that gene in the sorted cell population from 4x infected mice. Grey shaded genes represent those that are associated with alternative activation.

Clustering analysis of microarray data obtained from biological replicates of the three sorted DEC populations is shown as dendrograms with corresponding selected heat maps for cells from 1x and 4x infected groups of mice (Fig 1B and 1C). The heat maps displayed highlight a section from the start of the entire microarray heat map, whilst the dendrograms are based upon analysis of all identified genes to yield an overall comparison. This revealed clear clustering patterns within each of the defined cell populations (i.e. R4, R4A, and R3) validating our gating strategy. 

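The distance between arrays was taken as 1 minus Pearson's r across 20895 probes. The paper names neither the distance nor the linkage of its dendrograms. After 1x infection the mean distance between replicates was 0.0387 in R4, 0.0765 in R4A and 0.0911 in R3 (n = 3 arrays each). After 4x infection it was 0.0322 in R4 (n = 2) and 0.0517 in R3 (n = 4). In R4A it was 0.0564 between replicates 1 and 2 and 0.138 over all 3 arrays, with replicate 3 at 0.179 from the other R4A arrays. After 1x infection, 5 of 9 arrays had an array of their own population as the nearest, namely all R4 arrays, R4A replicate 3 and R3 replicate 2. The nearest array to R4A replicates 1 and 2 was an R3 array, and that to R3 replicates 1 and 3 an R4A array. After 4x infection this held for 6 of the 8 arrays in Fig. 1C and for 6 of 9 arrays in all. These were the R4 and R3 arrays, while the nearest to each R4A array was an R3 array.

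Divided into 3 branches by average linkage, the 1x arrays gave a branch of R4 alone, a branch of R4A replicate 1 with R3 replicates 1 and 2, and a branch of R4A replicates 2 and 3 with R3 replicate 3. Complete linkage moved R3 replicate 2 to the last of these, while single linkage put R4A replicates 2 and 3 and R3 replicate 3 with R4, R4A replicate 1 with R3 replicate 1, and R3 replicate 2 by itself. The 4x arrays of Fig. 1C gave a branch of R4 alone, a branch of R4A with R3 replicates 1, 2 and 4, and R3 replicate 3 by itself. With all arrays, R4A replicate 3 stood by itself and the other R4A arrays joined all 4 R3 arrays. Average, complete and single linkage gave these same branches after 4x infection.

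The sorting markers were measured on the same arrays. After 1x infection, Adgre1, which encodes F4/80, had a log2 value of 1.06 ± 1.67 in R4, 6.44 ± 0.65 in R4A and 7.25 ± 0.38 in R3 (n = 3 arrays each). It was higher in R4A than in R4 by 5.38 (standard error 0.85, limma adjusted p = 0.000773) and differed from R3 by -0.81 (standard error 0.85, limma adjusted p = 1.00). After 4x infection it was higher in R4A than in R4 by 2.63 over replicates 1 and 2 (limma adjusted p = 0.0986) and by 1.42 over all 3 R4A arrays (limma adjusted p = 0.508). H2-Ab1, an MHC-II gene, had log2 values of 10.08 ± 0.26 in R4, 10.43 ± 0.25 in R4A and 8.66 ± 1.28 in R3 after 1x infection. It was higher in R4A than in R3 by 1.77 (standard error 0.72, limma adjusted p = 0.776).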

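After 1x infection, the mean distance between R4A and R4 arrays was 0.111 ± 0.0394 (SD over 9 pairs of arrays) and that between R4A and R3 arrays was 0.0876 ± 0.0303 (SD over 9 pairs). R4A lay closer to R3 by 0.0229, which is less than the spread between pairs (exact permutation of the population labels, p = 0.362, 1680 relabellings). The pairs share arrays, so they are not independent. This permutation, used for the 4x values below too, shuffles the labels of all 3 populations. Its p therefore does not test whether R4A lies equally far from R4 and R3. After 4x infection, over the arrays of Fig. 1C, the distance was 0.0934 to R4 and 0.0620 to R3, a difference of 0.0314 (exact permutation, p = 0.274, 420 relabellings). Over all arrays these were 0.122 and 0.104, a difference of 0.0187 (exact permutation, p = 0.617, 1260 relabellings). R4A replicate 3 lay at a mean distance of 0.187 from the R3 arrays. The mean distance between R4 and R3 was 0.189 after 1x and 0.149 after 4x infection.

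The direction depended on the probes and values used. With no filter on background the difference was -0.0370 after 1x and -0.00733 after 4x infection, so that R4A lay closer to R4. With the authors' own normalized values it was -0.0834 after 1x and 0.0188 after 4x infection. These values are centred for each probe, so their distances, 0.898 to R4 and 0.982 to R3 after 1x infection, are on a larger scale. The other settings below use the values not centred. Without R4A replicate 1 the difference was -0.00814 after 1x and -0.00365 after 4x infection.

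In limma, 805 probes differed between R4A and R4 after 1x infection (675 higher in R4A and 130 lower) and 36 after 4x infection (24 higher and 12 lower). With R4A 4x replicate 3 left out, there were 1194 higher and 314 lower after 1x, and 401 higher and 44 lower after 4x infection. With the slide as a block the totals over all arrays were 761 and 6. After normexp background correction, an alternative chosen after seeing the data, both were 0.

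**Figure D2:**
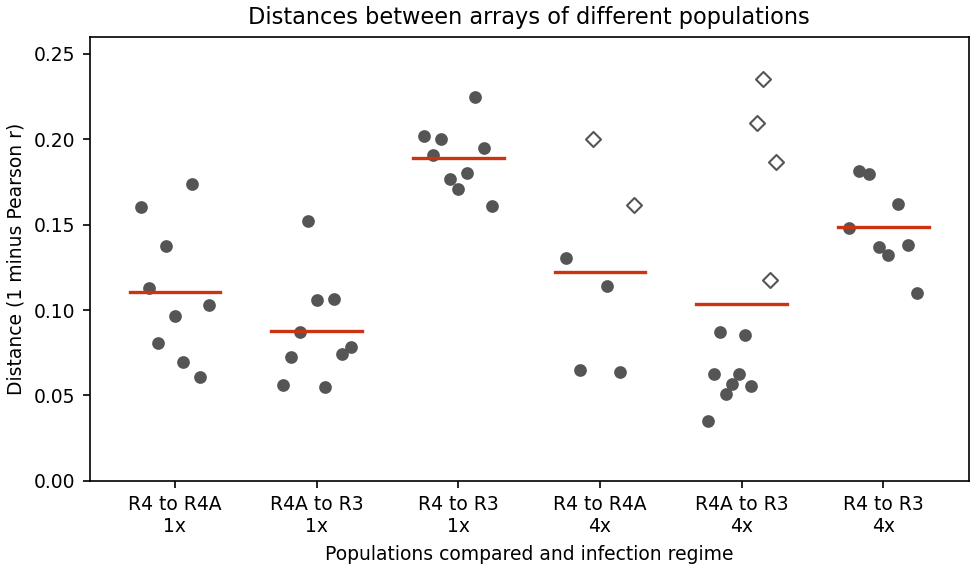
Distance between arrays of different populations, as 1 minus Pearson's r (vertical axis), by pair of populations (horizontal axis) after 1x and 4x infection. Points are pairs of arrays, open diamonds are pairs with R4A 4x replicate 3, and red lines are means over all pairs. The pairs of R4A with R3 after 1x infection lie between 0.0551 and 0.152, which overlaps the range of R4A with R4 from 0.0610 to 0.174.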

Based on the dendrogram analysis of the microarray data from the 1x and 4x DEC populations, gene expression profiles within the R4A tissue resident macrophages were more closely associated to R3 macrophages than to R4 DCs (Fig 1B and 1C). 

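The mean distance between R4A and R3 arrays was 0.0257 smaller after 4x than after 1x infection over the arrays of Fig. 1C (exact permutation of the population labels, p = 0.620, 300 relabellings). Over all arrays, the 1x distance minus the 4x distance was -0.0161, a larger distance after 4x infection (exact permutation, p = 0.186, 700 relabellings). These permutations shuffled the R4A and R3 labels within each exposure. Their p therefore does not test whether the distance changed with exposure. With the exposure labels permuted within each population over all arrays, a test chosen after seeing the data, p was 0.936 (exact permutation). That test was not made over the arrays of Fig. 1C alone. The difference over all arrays was positive with quantile normalization (0.00131), with normexp background correction (0.0109) and with the authors' own normalized values (0.0457).

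In limma, 40 probes differed between R4A and R3 after 1x infection, all of them higher in R4A, and 0 after 4x infection, both over the arrays of Fig. 1C and over all arrays. The smallest adjusted p after 4x infection was 0.0738 over all arrays. At an unadjusted p under 0.05 and a difference of at least 2-fold, 1042 probes differed after 1x and 1375 after 4x infection. A linear model without moderated variance gave 877 and 1011 probes on that basis, and the Tukey test of the paper's general statistics 176 and 157. With the slide as a block the adjusted counts were 45 and 0. The 1x count was 0 without R4A replicate 2, R4A replicate 3 or R3 replicate 2, and 190 without R4A replicate 1.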

Transcriptional distinctions between the R4A and R3 populations were reduced after 4x infection (Fig 1C).

Many identified genes found in the three sorted DEC populations were differentially up-regulated in the 4x compared to the 1x samples, and were linked to alternative activation (e.g. *retnla*, *chi3l3*, *chi3l4*, *ccl24*, *cd209* and *cd163* [11, 26–28]) (Fig 1D). 

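In limma's test of 21529 probes, 3 probes were higher and 1 lower in R4 after 4x than after 1x infection, and 8 were higher and 0 lower in R3. In R4A, 0 were higher and 0 lower, both over the arrays of Fig. 1C and over all arrays, with 0.514 the smallest adjusted p over all arrays. With R4A 4x replicate 3 out of the shared fit, 9 probes were higher and 2 lower in R4, and 38 higher and 2 lower in R3. At an unadjusted p under 0.05 and at least 2-fold, 311 probes were higher and 231 lower in R4, 183 and 1244 in R4A, and 541 and 405 in R3. The linear model without moderated variance gave 134 higher and 781 lower in R4A and 308 lower in R3 on that basis, and the Tukey test 15, 38 and 36. The median log2 difference of all probes was -0.15 in R4, -0.60 in R4A and -0.04 in R3. Of the probes called in R3, Itgb3 rose 24.5-fold (limma adjusted p = 0.0121), Chchd10 20.6-fold (limma adjusted p = 0.0240), Ear11 19.7-fold (limma adjusted p = 0.0121) and Ear2 16.3-fold (limma adjusted p = 0.0248). Each of the 4 probes called in R4, of Retnla, Igf1, Gpt2 and Il17f, had no array well above background in 1 of the 2 groups, so these calls rest on values below background. Gpt2 was at least 6.38-fold higher in R4 (log2 4.28 as measured, standard error 0.68, limma adjusted p = 0.0285 for the value as measured). Of the adjusted counts, array weights in limma moved these most, to 241 probes higher in R4 and 2657 in R3. With the slide as a block, 0 probes were higher in R4 and 12 in R3. Without R3 1x replicate 2 the count in R3 was 0, and that in R4 was 0 without R4 1x replicate 1, R4 1x replicate 3 or R4 4x replicate 2.

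Averaged over the populations, 50 probes were higher and 15 lower after 4x infection, and each of them changed in the same direction in all 3 populations. With R4A 4x replicate 3 left out there were 94 higher and 32 lower, which included 64 of the 65. Of the 50 higher probes 48 matched a gene, 47 genes in all, of which the paper names 24. Of 32 genes that the paper names for the arrays and that could be tested, 25 changed at an unadjusted p under 0.05 and at least 2-fold in R4, 22 in R4A and 28 in R3. Adjusted over the list alone, 23 did so in R4, 15 in R4A and 27 in R3, and adjusted over all probes 2, 0 and 6. The study chose most of these genes on the same samples, so the list alone is not independent evidence.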

*Retnla* (encoding RELMα) was one of the most highly up-regulated genes in 4x DCs (R4; x121-fold), 4x tissue macrophages (R4A; x16-fold) and 4x macrophages (R3; x80-fold), compared to their 1x counterpart cell populations. Similarly, *chi3l3* was up-regulated in both 4x tissue macrophages (R4A; x31-fold) and 4x macrophages (R3; x31-fold), whilst *ccl24* was up-regulated in all three cell populations 24-33-fold. 

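In R3, Retnla had a log2 value of -0.69 ± 1.41 after 1x infection (n = 3, of which 2 arrays were well above background) and 5.62 ± 1.30 after 4x infection (n = 4). This is a 79.0-fold rise (log2 6.30, standard error 0.86, limma adjusted p = 0.00598). It was no longer called without R3 1x replicate 2, at 49.2-fold (limma adjusted p = 0.156), within a range of 4.19e-05 to 0.222 over the alternatives. The R3 call was also lost with the replicate number as a block and with no filter on background. It was lost too without R4A 4x replicate 3, R3 4x replicate 3 and R3 1x replicate 2 together. In R4, none of the 1x arrays was well above background for Retnla. Its value of 2.91 ± 1.88 after 4x infection (n = 2) was at least 54.9-fold higher (log2 6.94 as measured, standard error 1.02, limma adjusted p = 0.0210 for the value as measured). The R4 call was lost with quantile normalization (limma adjusted p = 0.167), with the slide as a block (limma adjusted p = 0.0515), with only the R4 arrays in the fit (limma adjusted p = 0.120), and without R4 1x replicate 1 (0.107), R4 1x replicate 3 (0.0964) or R4 4x replicate 2. The R4 call was also lost with normexp background correction, at a log2 rise of 2.59, and with no filter on background. The range over the alternatives was 0.000200 to 1.00.

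In R4A, Retnla rose from 0.27 ± 0.24 (n = 3, of which 2 arrays were well above background) to 4.31 ± 0.14 over replicates 1 and 2, 16.4-fold (log2 4.04, standard error 1.02, limma adjusted p = 1.00). Over all 3 arrays the 4x value was 3.81 ± 0.86, 11.7-fold (standard error 0.91, limma adjusted p = 0.514), with replicate 3 at 2.83. Every 4x array had a higher value than every 1x array in each population. By size of the rise, among genes measured in both groups with an unadjusted p under 0.05, Retnla ranked 1 of 626 in R3 and 3 of 264 in R4A over replicates 1 and 2. In R4 it has only a bound and no rank.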

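In R4A, Chi3l3 rose from 2.45 ± 1.31 (n = 3) to 7.40 ± 2.21 over replicates 1 and 2, 31.0-fold (log2 4.96, standard error 1.496, limma adjusted p = 1.00). Over all 3 arrays it reached 6.93 ± 1.77, 22.4-fold (limma adjusted p = 0.514), with replicate 3 at 5.99. In R3 it rose from 4.51 ± 1.24 (n = 3) to 9.45 ± 0.98 (n = 4), 30.6-fold (log2 4.94, standard error 1.20, limma adjusted p = 0.225), and was called with only the R3 arrays in the fit (limma adjusted p = 0.000862). In R4 it rose from -1.67 ± 3.59 (n = 3, of which 2 arrays were well above background) to 6.20 ± 2.33 (n = 2), 234-fold (limma adjusted p = 0.0613). Single arrays decided this value, which was 74.9-fold without R4 4x replicate 2 and 973-fold without R4 1x replicate 2, where it was called (limma adjusted p = 0.000794). The limma adjusted p of Chi3l3 over the alternatives ranged from 0.000862 to 0.960 in R3.

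Ccl24 rose in R3 from 3.65 ± 1.32 (n = 3) to 8.70 ± 1.05 (n = 4), 33.1-fold (log2 5.05, standard error 0.85, limma adjusted p = 0.0240). The call was lost without any of R3 1x replicates 1 and 2 and R3 4x replicates 1, 3 and 4, and the fold lay between 20.9 and 52.3 with each array left out in turn. The R3 call of Ccl24 was also lost with the replicate number as a block and with no filter on background. In R4 it rose from 1.57 ± 1.22 (n = 3) to 6.18 ± 1.95 (n = 2), 24.3-fold (limma adjusted p = 0.198), and 9.36-fold without R4 4x replicate 2. In R4A it rose from 2.81 ± 0.96 (n = 3) to 7.14 ± 2.02 over replicates 1 and 2, 20.0-fold (log2 4.32, standard error 1.02, limma adjusted p = 1.00). Over all 3 arrays it reached 6.67 ± 1.64, 14.5-fold (limma adjusted p = 0.514), with replicate 3 at 5.75.

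**Figure D3:**
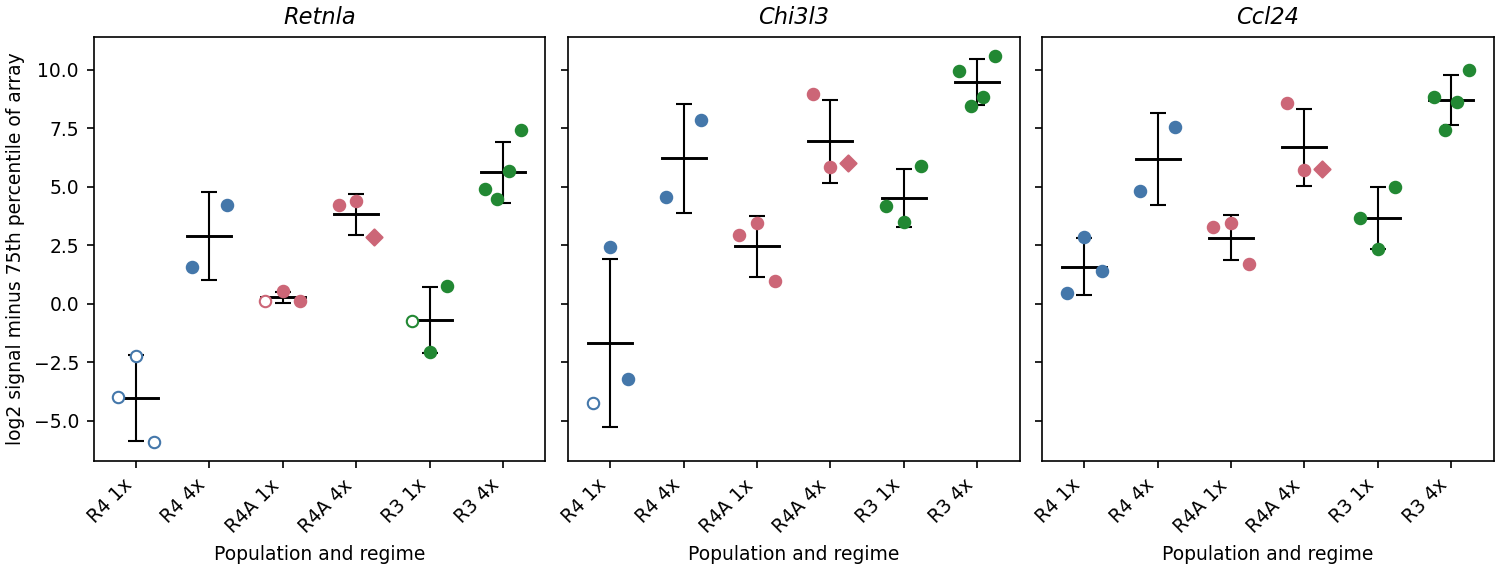
Log2 intensity of Retnla, Chi3l3 and Ccl24 against the 75th percentile of the array (vertical axis), by population and exposure (horizontal axis). Points are arrays, open where the probe was not well above background, the diamond is R4A 4x replicate 3, and bars are means ± SD. For Ccl24 the R3 mean rises from 3.65 to 8.70.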

The gene for IL-4 was up-regulated in 4x macrophages (R3; x22-fold), whilst *il4ra* was also up-regulated in these cells (R3; x6-fold). 

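In R3, Il4 rose to a log2 value of 2.92 ± 1.49 (n = 4), 21.3-fold above the 1x arrays (n = 3, of which 2 arrays were well above background; log2 4.42, standard error 0.89, limma adjusted p = 0.0770). It was called with only the R3 arrays in the fit (limma adjusted p = 0.00303) and without R3 4x replicate 2, at 34.3-fold (limma adjusted p = 0.0237). The adjusted p of Il4 ranged from 0.00104 to 0.652 over the alternatives. The rise in Il4 was 9.08-fold in R4 and, in R4A, 6.78-fold over replicates 1 and 2 and 10.1-fold over all 3 arrays. Eosinophils in the sorted R3 gate were not excluded as a source of the Il4 rise in R3.

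Il4ra rose in R3 from 3.14 ± 1.09 (n = 3) to 5.69 ± 0.48 (n = 4), 5.86-fold (log2 2.55, standard error 0.67, limma adjusted p = 0.318). It was called with quantile normalization (limma adjusted p = 0.0206) and with the percentile taken over probes well above background on all arrays (limma adjusted p = 0.00881), within a range of 4.84e-05 to 1.00 over the alternatives. Another probe of Il4ra rose 1.61-fold in R3, and the mean over both probes rose 3.07-fold. In R4 the rise in Il4ra was 1.48-fold. In R4A it was 3.31-fold over replicates 1 and 2 and 1.66-fold over all 3 arrays, with replicate 3 at 1.497.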

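Igf1, which encodes insulin-like growth factor 1, was measured by 4 probes. The brightest rose in R4 from -3.70 ± 0.92 (n = 3, of which 2 arrays were well above background) to 1.01 ± 0.68 (n = 2), 26.1-fold (log2 4.70, standard error 0.83, limma adjusted p = 0.0507). It was called with quantile normalization (limma adjusted p = 0.0343) and without R4 1x replicate 2 (limma adjusted p = 0.0476), within a range of 9.02e-06 to 1.00 over the alternatives. Normexp background correction, whose offset compresses dim arrays, gave this probe a log2 rise of 1.34 in R4. Another probe of Igf1, with no 1x array well above background, was called at least 13.1-fold higher in R4 (log2 4.80 as measured, limma adjusted p = 0.0338 for the value as measured). In R4A the brightest probe rose 4.52-fold over replicates 1 and 2 (limma adjusted p = 1.00), and 2.21-fold over all 3 arrays (limma adjusted p = 0.514), where replicate 3 stood at 1.02. In R3 it rose 5.20-fold (limma adjusted p = 0.454).

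Fn1, which encodes fibronectin, rose in R4 from 0.46 ± 1.43 (n = 3) to 5.04 ± 1.55 (n = 2), 23.9-fold (log2 4.58, standard error 0.94, limma adjusted p = 0.128). Without R4 1x replicate 2 it rose 41.7-fold and was called (limma adjusted p = 0.0476), and without R4 4x replicate 2 it rose 11.2-fold. In R4A it rose 11.1-fold over replicates 1 and 2, to 7.14 ± 1.64, and 6.13-fold over all 3 arrays, with replicate 3 at 4.56. In R3 it rose from 4.45 ± 0.77 (n = 3) to 8.21 ± 0.71 (n = 4), 13.5-fold (limma adjusted p = 0.0902), and was called with quantile normalization (limma adjusted p = 0.0397) within a range of 0.000203 to 0.670. By size of the rise, among genes measured in both groups with an unadjusted p under 0.05, Igf1 ranked 3 and Fn1 5 of 246 in R4, and Fn1 ranked 15 of 626 in R3.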

Other genes which featured in the top 20 up-regulated genes included those associated with tissue destruction/wound healing such as *igf1* (x8-30-fold) and *fn1* (x14-23-fold).

### Inflammation of the skin infection site in the absence of IL-4Rα and RELMα following 4x schistosome infection

Given the significant changes in gene expression associated with IL-4Rα and RELMα, their roles in the early stage immune response were investigated using *Il-4rα*^*-/-*^, or *Retlnα*^*-/-*^ mice. After 4x exposures to infective *S*. *mansoni* cercariae, pinnae thickness of WT mice, as well as those deficient in IL-4Rα, was significantly increased compared to 1x exposure (Fig 2A; p<0.0001 and p<0.05 respectively). However, the thickness of the pinnae infection site was comparable between WT and IL-4RαKO mice, irrespective of the infection regime (Fig 2A; p>0.05). Similarly, whilst RelmαKO mice exposed to 4x doses of cercariae displayed significantly enhanced levels of skin inflammation compared to naive and 1x RelmαKO animals (all p<0.0001), the levels of inflammation were comparable with those of their 4x WT cohorts (Fig 2B; all p>0.05).

**Fig 2:**
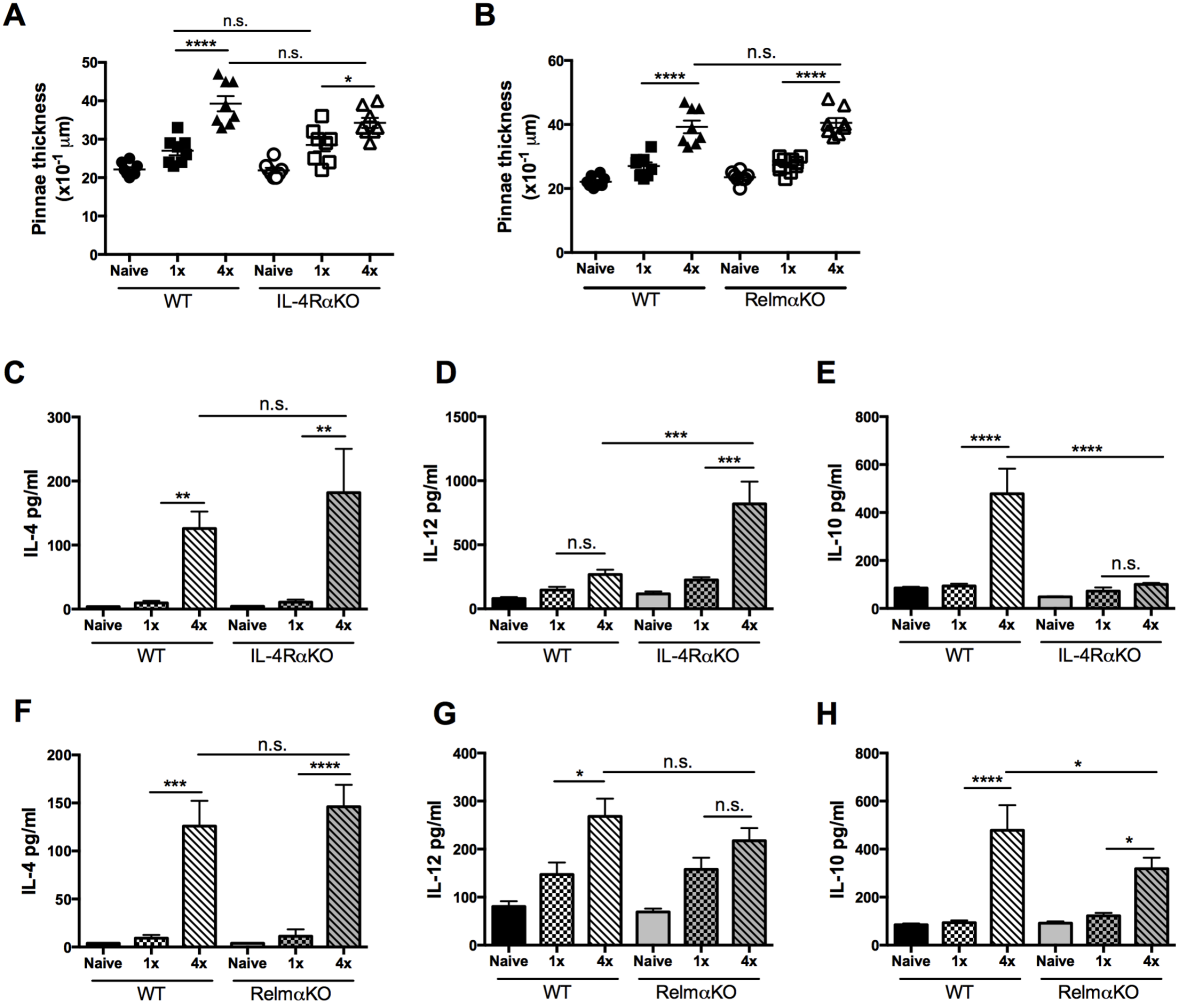
Inflammation of the skin infection site in the absence of IL-4Rα and RELMα following 4x schistosome infection. **A.** Pinnae thickness in naïve, 1x and 4x infected WT and IL-4RαKO mice and, **B.** in naïve, 1x and 4x infected WT and RelmαKO mice on day 4 after the final infection. Symbols are values for individual mice; horizontal bars are means ±SEM (n = 4–5 mice). **C-H.** Production of IL-4, IL-12p40 and IL-10 by skin biopsies (cultured in the absence of exogenous parasite antigen) from groups of WT, IL-4RαKO and RelmαKO mice. Cytokine production in the overnight culture supernatants was determined by ELISA (pg/ml); n = 4–5 mice per group. * = p<0.05; ** = p<0.01; *** = p<0.001, **** = p<0.0001, n.s. = p>0.05 as determined by ANOVA and Tukey’s post test analysis.

Increased levels of IL-4, IL-12p40 and IL-10 released by skin biopsies cultured *in vitro* in the absence of added antigen were detected in the pinnae of 4x compared to 1x WT mice (Fig 2C–2H; p<0.05–0.0001). In the absence of IL-4Rα, the levels of IL-4 in 4x IL-4RαKO mice were comparable to those in 4x WT samples (Fig 2C), on the other hand, the levels of pro-inflammatory IL-12p40 in 4x IL-4RαKO mice were significantly increased compared to 4x WT samples (Fig 2D; p<0.001). The levels of regulatory IL-10 were low in 4x IL-4RαKO mice (Fig 2E), resulting in a significant reduction in the quantities of IL-10 being released compared to 4x WT mice (Fig 2E; p<0.0001). The absence of RELMα had no effect on the production of IL-4, or IL-12p40 in 1x and 4x mice compared to their WT cohorts (Fig 2F and 2G; p>0.05), however similar to 4x IL-4RαKO mice, IL-10 production was significantly lower in 4x RelmαKO skin compared to 4x WT skin (Fig 2H; p<0.05). Therefore, although IL-4RαKO and RelmαKO mice produce similar amounts of IL-4 after 1x and 4x infections, IL-4RαKO mice have a more pro-inflammatory phenotype (i.e. increased IL-12p40) and both KO strains had decreased IL-10 production compared to WT mice.

### The absence of IL-4Rα, but not RELMα, increases the abundance of mononuclear phagocytes recovered from the skin

As expected, significantly greater numbers of DEC were recovered from 4x WT compared to 1x WT mice (Fig 3A and 3B; p<0.01), although as with pinnae thickness, DEC numbers in 1x and 4x infected IL-4RαKO mice were similar compared to their WT cohorts (Fig 3A; p>0.05). The number of DEC recovered from pinnae biopsies of 4x RelmαKO compared to 4x WT mice was also not significantly different (Fig 3B; p>0.05).

**Fig 3:**
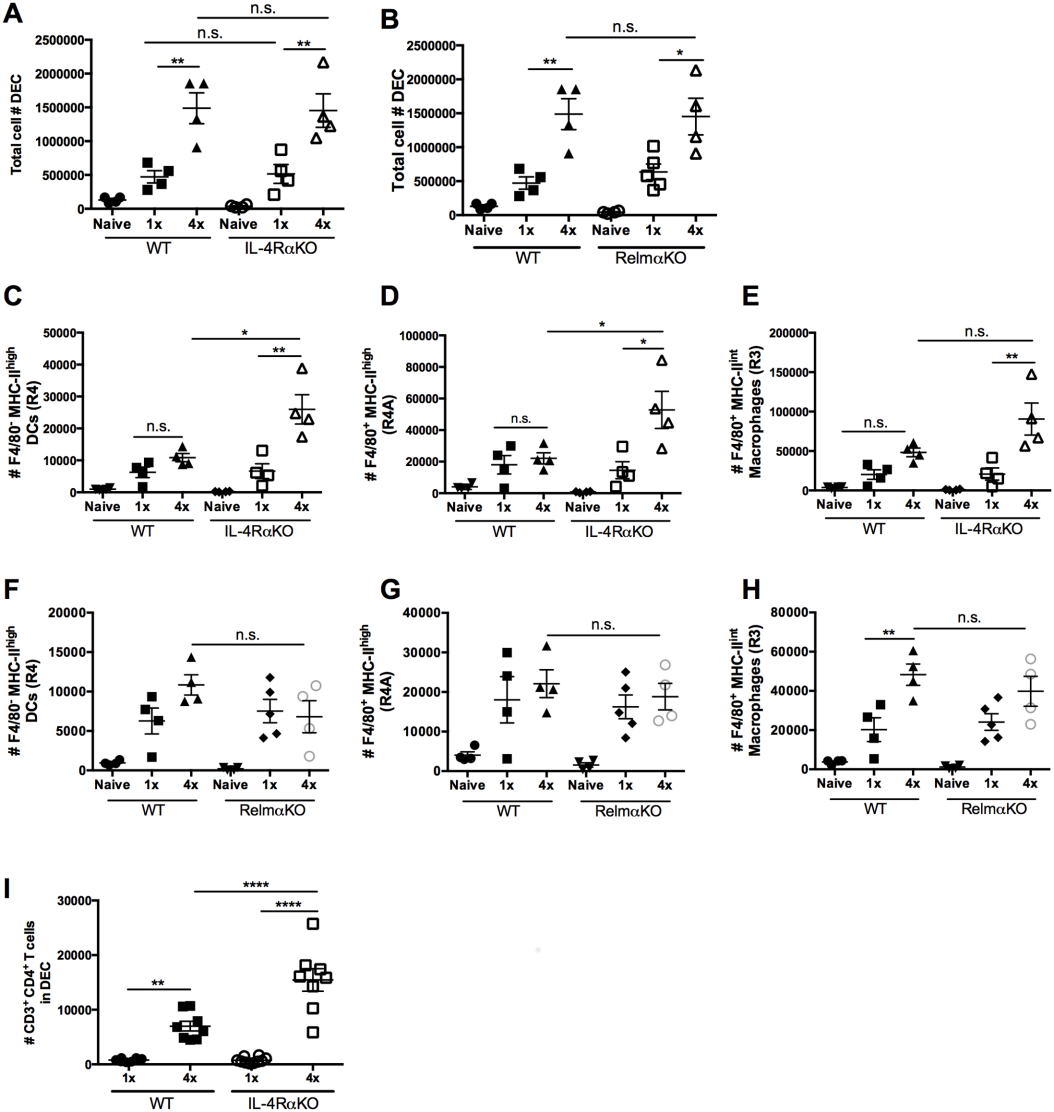
The absence of IL-4Rα and Relmα affects the phenotype of mononuclear phagocytes recovered from the skin. Total number of viable DEC recovered from pinnae of WT and **A.** IL-4RαKO, and **B**. RelmαKO mice. Absolute numbers of **C & F.** F4/80^-^MHC-II^high^ DCs (R4), **D & G.** F4/80^+^MHC-II^high^ tissue resident macrophages (R4A), and **E & H.** F4/80^+^MHC-II^int^ macrophages (R3) in 1x and 4x infected WT, IL-4RαKO and RelmαKO mice. **I.** Absolute numbers of CD3^+^CD4^+^ T cells in the DEC of 1x and 4x infected WT and IL-4RαKO mice. Symbols are values for individual mice; horizontal bars are means ±SEM (n = 4–5 mice per group). n.s. denotes ‘not significant’ p>0.05; * = p<0.05; ** = p<0.01; *** = p<0.001; **** = p<0.0001 as determined by ANOVA and Tukey’s post-test analysis, or Student’s t test.

The abundance of F4/80^+^ antigen presenting cells may be critical to the development of CD4^+^ T cell hypo-responsiveness, particularly as it has been shown that F4/80^+^ alternatively activated macrophages depress CD4^+^ cell responses following infection with filarial parasites [29]. Here, we show there were no significant changes in the number of F4/80^-^MHC-II^high^ (R4), F4/80^+^MHC-II^high^ (R4A), or F4/80^+^MHC-II^int^ (R3) cells in 4x WT compared to 1x WT mice (Fig 3C–3E; all p>0.05). However, in the absence of IL-4Rα signaling, there were large increases in the numbers of these three cell types in 4x IL-4RαKO compared to 1x IL-4RαKO mice (Fig 3C–3E; p<0.05–0.01). Moreover, the number of R4 and R4A cells, which express high levels of MHC-II, were significantly greater in 4x IL-4RαKO than in 4x WT cohorts (Fig 3C and 3D; p<0.05–0.01), although the change in the number of R3 macrophages which express intermediate levels of MHC-II in 4x IL-4RαKO and 4x WT mice was not statistically different (Fig 3E; p>0.05). In RelmαKO mice, the numbers of R3, R4 and R4A DEC were similar to those in WT cohorts, and there was no significant difference in the number of these two cell types after 4x compared to 1x infection (Fig 3F–3H; p>0.05).

Increased numbers of MHC-II^high^ R4 and R4A cells in 4x infected IL-4RαKO mice could support a stronger T cell response, both in the skin site of infection and down-stream in the draining lymphoid tissue [30, 31]. This might be particularly relevant when coupled with low levels of IL-10 production in the skin, a cytokine that we recently showed to be fundamental in regulating CD4^+^ T cell numbers [6, 8]. Indeed, in the absence of IL-4Rα signaling, significantly greater numbers of CD3^+^CD4^+^ T cells were present in the skin infection site of 4x IL-4RαKO, compared to 4x WT mice (Fig 3I; p<0.0001). Therefore, we subsequently investigated the changes in the numbers, viability, and/or responsiveness of CD4^+^ cells in the sdLN.

### Increased CD4^+^ cellularity in the sdLN of 4x infected mice in the absence of IL-4Rα and RELMα but no reversal of hypo-responsiveness

After 4x infections, the sdLN of WT mice had significantly fewer cells compared to 1x WT mice (Fig 4A; p<0.05). However, in the absence of IL-4Rα, cellularity was increased, resulting in comparable cell numbers between 1x and 4x infected IL-4RαKO mice which were not significantly different (Fig 4A; p>0.05). Similarly, total sdLN cellularity was also increased in 4x RelmαKO compared to 4x WT mice (Fig 4B; p<0.01), resulting in the number of sdLN cells from 4x and 1x RelmαKO mice being not significantly different (Fig 4B; p>0.05).

**Fig 4:**
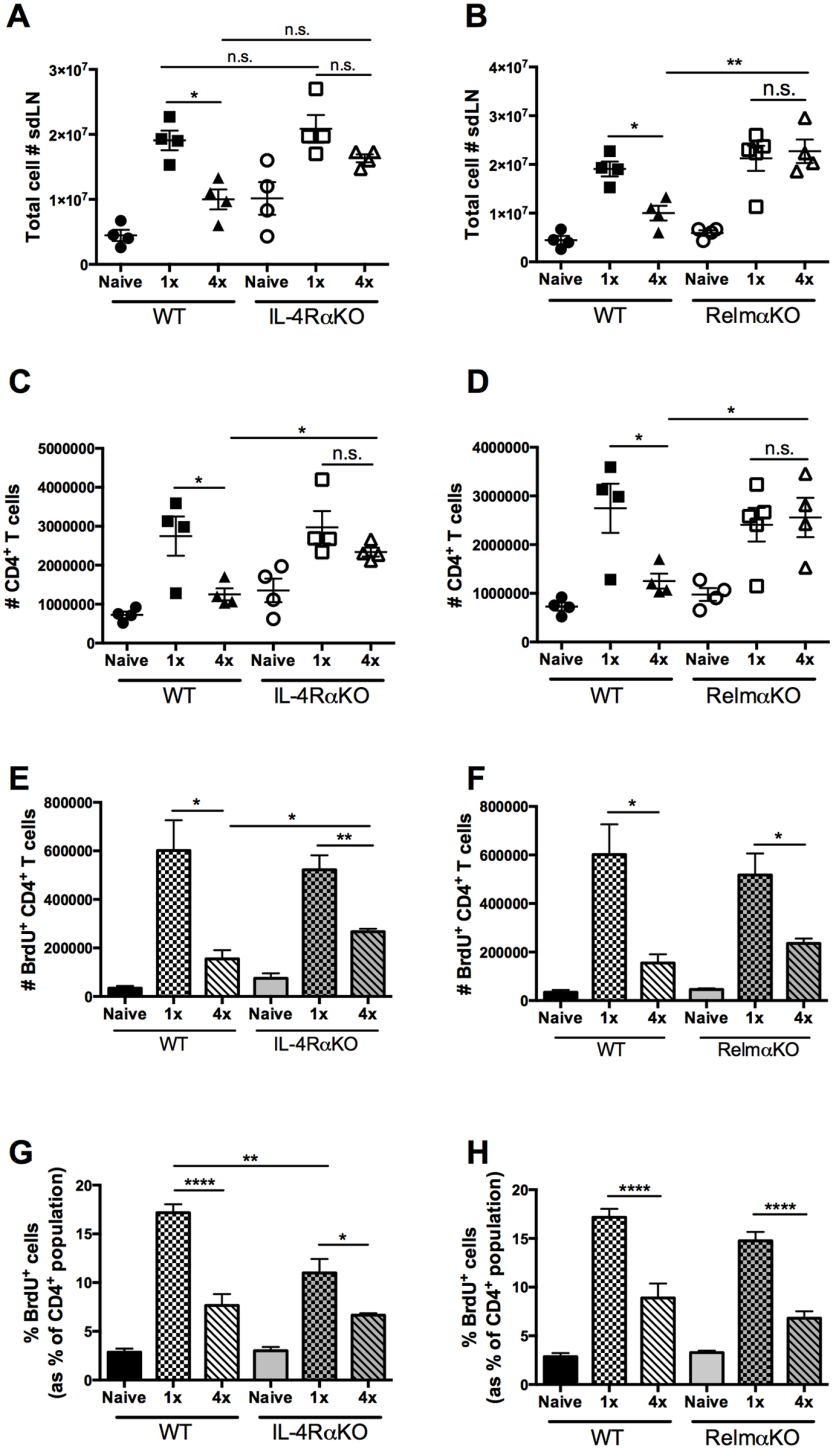
Increased CD4^+^cellularity of sdLN from 4x infected mice in the absence of IL-4Rα and RELMα but not a reversal of CD4^+^ cell hypo-responsiveness. Number of **A** & **B.** total cells, and **C** & **D**. CD4^+^ T cells in the sdLN of naïve, 1x and 4x infected WT, IL-4RαKO, and RelmαKO mice. **E & F** Number of CD4^+^ BrdU^+^ cells, and **G & H.** percentage of CD4^+^ T cells that are BrdU^+^ in the sdLN of naïve, 1x and 4x infected WT mice compared to IL-4RαKO and RelmαKO mice. Symbols are values for individual mice; horizontal bars are means ±SEM (n = 4–5 mice per group). n.s. denotes ‘not significant’ p>0.05; * = p<0.05; ** = p<0.01; *** = p<0.001; **** = p<0.0001 as determined by ANOVA and Tukey’s post-test analysis, or Student’s t test.

There were also decreased numbers of CD4^+^ T cells in the sdLN of 4x compared to 1x WT mice (Fig 4C; p<0.05), although the number of CD4^+^ T cells in 4x compared to 1x IL-4Rα KO mice was not significantly reduced (Fig 4C; p>0.05). Therefore, in comparison there were significantly more CD4^+^ T cells in 4x IL-4RαKO than in their 4x WT counterparts (Fig 4C; p<0.05). The numbers of CD4^+^ T cells in the sdLN of 1x and 4x RelmαKO mice was also similar (Fig 4D; p>0.05) leading to significantly greater numbers of CD4^+^ T cells being detected in the sdLN of 4x RelmαKO compared to 4x WT mice (Fig 4D; p<0.05). This showed that the absence of either IL-4Rα, or RELMα, leads to increased number of CD4^+^ T cells in the sdLN following repeated infection comparable to the levels seen in 1x mice.

It was proposed that the increased number of CD4^+^ T cells in sdLN of 4x IL-4Rα and 4x RelmαKO mice could be due to a reversal in the development of hypo-responsiveness normally seen in 4x WT mice. In fact, the total number of BrdU^+^CD4^+^ cells was slightly greater in 4x IL-4RαKO mice compared to the 4x WT cohort group (Fig 4E; p<0.05), although the number in 4x RelmαKO versus 4x WT mice was not significantly different (Fig 4F; p>0.05). While ~15–20% of the CD4^+^ T cells in the sdLN from 1x WT mice were BrdU^+^ and had therefore proliferated *in vivo*, only ~7% from 4x WT mice were BrdU^+^ (Fig 4G; p<0.0001) confirming the establishment of CD4^+^ T cell hypo-responsiveness. However, although there were a slightly greater number of BrdU^+^ cells in 4x IL-4RαKO mice (Fig 4E), the proportion of BrdU^+^ cells in 4x IL-4RαKO mice remained significantly lower than in 1x IL-4RαKO mice (Fig 4G; p<0.05) demonstrating that the absence of IL-4Rα does not restore proliferation of CD4^+^ T cells in the sdLN of 4x mice to the levels seen in 1x WT mice. A similar situation was observed in 4x RelmαKO mice, where the proportions of BrdU^+^ cells in 4x RelmαKO compared to 4x WT mice were not significantly different (Fig 4H; p>0.05) and both exhibited CD4 T cell hypo-responsiveness *in vivo* compared to their 1x cohorts (Fig 4H; p<0.0001). This shows that the absence of RELMα also does not restore CD4^+^ T cell proliferation in the sdLN after repeated exposures of the skin to *S*. *mansoni* cercariae.

### Expression of Fas/FasL and viability of CD4^+^ cells in the sdLN depends upon the presence of IL-4Rα

Previously, we reported that CD4^+^ T cell hypo-responsiveness in the sdLN observed after repeated infection is dependent on IL-10 [8]. This was due to increased CD4^+^ T cell activation accompanied by decreased death and apoptosis of the CD4^+^ T cell population in the sdLN. In the current study, we show that both IL-4RαKO and RelmαKO mice had decreased IL-10 production in the skin and increased cellularity in the sdLN after 4x infection. As RELMα expression is dependent on IL-4 signaling [32], we restricted further analysis of the CD4^+^ cell population to cells in the sdLN of 1x versus 4x IL-4RαKO mice. We observed that surface protein expression of both Fas and FasL increased in CD4^+^ T cells recovered from 4x WT compared to 1x WT mice but was significantly decreased in 4x IL-4RαKO compared to 4x WT mice (Fig 5A and 5B; p<0.05 and p<0.0001). In addition, whereas in WT mice, there was a significant decrease in the proportions of AnnV^-^PI^-^ viable CD4^+^ T cells in 4x compared to 1x mice (Fig 5C; p<0.01), the absence of IL-4Rα signaling resulted in significantly greater proportions of AnnV^-^PI^-^ viable CD4^+^ T cells in 4x IL-4RαKO compared to 4x WT mice (Fig 5C; p<0.01). This caused there to be no significant difference between the viability of CD4^+^ T cells from 4x IL-4RαKO mice compared to either 1x WT, or 1x IL-4RαKO mice (Fig 5C; p>0.05). The increase in the proportion of AnnV^-^PI^-^ viable CD4^+^ T cells in 4x IL-4RαKO mice was accompanied by the detection of significantly fewer AnnV^+^PI^-^ apoptotic CD4^+^ T cells (Fig 5D; p<0.05), as well as fewer AnnV^+^PI^+^ dead CD4^+^ T cells, compared to 4x WT mice (Fig 5E; p<0.01). Thus, it appears that a reduction in IL-4Rα signaling facilitates CD4^+^ T cell survival. This increased survival could explain why the number of CD4^+^ T cells in the sdLN of 4x IL-4RαKO mice is not significantly reduced after repeated exposure to schistosome cercariae which contrasts with the situation in 4x WT mice where there is a significant reduction in number of CD4^+^ T cells when compared to their 1x WT counterparts.

**Fig 5:**
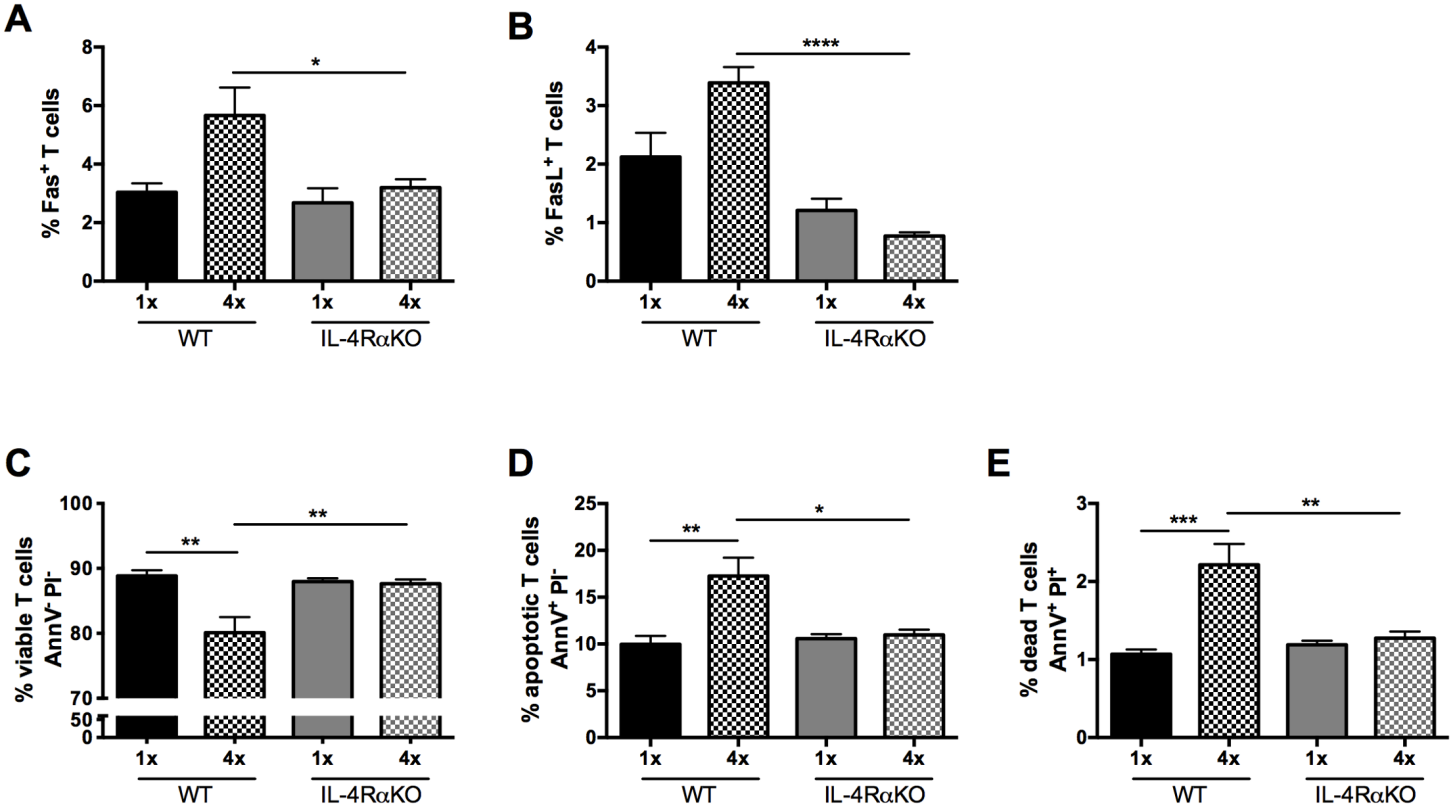
Expression of Fas/FasL and viability of CD4^+^ T cells in the sdLN is enhanced in the absence of IL-4Rα. Percentage of CD4^+^ T cells that are **A.** Fas^+^ and **B.** FasL^+^ in 1x and 4x infected WT compared to IL-4RαKO mice. **C-E** Percentage of viable (AnnV^-^PI^-^), apoptotic (AnnV^+^PI^-^) and dead (AnnV^+^PI^+^) CD4^+^ T cells in the sdLN of 1x and 4x infected mice as determined by an AnnexinV assay. n = 3–4 mice per group; n.s. denotes ‘not significant’ p>0.05; * = p<0.05; ** = p<0.01; **** = p<0.0001 as determined by ANOVA and Tukey’s post-test analysis.

## Discussion

Here we demonstrate that three discrete mononuclear phagocyte cell populations were present in DEC recovered from the skin infection site of mice exposed to repeated doses of schistosome cercariae. Moreover, all three populations exhibited an alternatively activated phenotype as judged by microarray analysis of DEC. For example, *Retnla* (encoding RELMα) which is a key marker of alternatively activated macrophages [33, 34] was one of the most highly up-regulated genes in 4x compared to 1x DCs, tissue macrophages, and macrophages. 

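Gene lists written in advance were tested with fry, a rotation test in limma, and adjusted over 9 tests. The 12 alternative activation genes that the paper names rose by a median log2 of 3.40 in R4 (adjusted p = 0.00748) and 4.03 in R3 (adjusted p = 0.00444), and all 12 were higher in each population. In R4A the median was 2.88 over replicates 1 and 2 (adjusted p = 0.0172) and 3.00 over all 3 arrays (adjusted p = 0.0521). Without R4 4x replicate 2 the R4 list was no longer past the threshold (adjusted p = 0.0777). Exact permutation of the arrays gave p = 0.200 for the median in R4, 0.100 in R4A over all arrays and 0.0286 in R3. The R4 arrays and the R4A arrays each allow no p under 0.1, and those of R3 none under 0.0286. With the 4 genes that no R4 1x array measured above background set to their bound, the R4 median was 3.27. Adjusted over the list alone, 10 of the 12 changed in R4, 7 in R4A and 10 in R3, against 1, 0 and 2 adjusted over all probes. The study chose most of these 12 genes on the same samples, so the list alone is not independent evidence.

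A list of 14 alternative activation genes that the paper does not name had a median of 0.46 in R4 (adjusted p = 0.314) and 1.34 in R3 (adjusted p = 0.121). In R3, an exact permutation of the arrays gave p = 0.0286 for this median, the smallest p that its 35 splits allow. In R4A the median was 0.78 over replicates 1 and 2 (adjusted p = 0.179) and -0.27 over all 3 arrays (adjusted p = 0.714). Adjusted over the list alone, 6 of the 14 changed in R4, 0 in R4A and 2 in R3, against 0 in each adjusted over all probes. Of 16 classical activation genes 12 could be tested. Their median was -0.97 in R4 (adjusted p = 0.317) and -0.61 in R3 (adjusted p = 0.386). In R4A it was -0.71 over replicates 1 and 2 (adjusted p = 0.142) and -1.59 over all 3 arrays (adjusted p = 0.0521). Adjusted over the list alone, 4 of the 12 classical activation genes fell in R4A and 0 changed in R4 and R3, and 0 did so adjusted over all probes. Camera, with a preset correlation of 0.01, put all 9 tests past the threshold, of which the named genes in R4 and R3 hold under fry with all R4 arrays. For the genes not named in R4A over all arrays, camera's direction was up where the median, the mean of -0.33 and fry were down.

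Nos2 rose 2.00-fold in R4 and fell by 0.73 on the log2 scale in R3 (limma adjusted p = 1.00 in both). From the rise of genes such as Retnla, the paper judges all 3 populations to have an alternatively activated phenotype. It later writes that they appear to be alternatively activated.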

Several other genes also linked to alternative activation were up-regulated in the three discrete 4x DEC populations including *chi3l3* and *chi3l4* (encoding chitinase-like molecules YM-1 and YM-2 [12, 33]). 

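Chi3l4 rose in R3 from -1.47 ± 0.66 (n = 3, of which 2 arrays were well above background) to 2.59 ± 0.44 (n = 4), 16.6-fold (log2 4.05, standard error 0.91, limma adjusted p = 0.139). It was called with only the R3 arrays in the fit (limma adjusted p = 0.000862), within a range of 0.000862 to 0.718 over the alternatives. In R4A it rose from -3.11 ± 1.75 (n = 3, of which 1 array was well above background) to -0.12 ± 2.12 over replicates 1 and 2, 7.96-fold (limma adjusted p = 1.00). Over all 3 arrays it reached 0.06 ± 1.53, 8.96-fold (limma adjusted p = 0.514), with replicate 3 at 0.40. In R4 no 1x array and 1 of 2 4x arrays were well above background for Chi3l4. With its 1x arrays set as for a bound, it was 3.95-fold higher (limma adjusted p = 1.00 for the values as measured). This is no strict lower bound, as the other 4x array was dim too.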

The gene for IL-4 was also up-regulated in the macrophage DEC population after repeated infections, and IL-4 has been shown to be produced by alternatively activated/type-II macrophages using both human and mouse cells [35, 36]. Other up-regulated genes linked to alternative activation were *mrc1* and *cd209* which encode the C-type lectins for the mannose receptor CD206 and DC-SIGN CD209 [9], whilst expression of *cd163* encoding the scavenger receptor CD163 when used in combination with *chi3l3* and *Retnla* [11, 12, 37] also supports the identification of the three discrete 4x DEC populations as being alternatively activated. Conversely, *Arg1* which we had previously reported to be up-regulated in DEC from 4x mice [4], was not >2 fold up/down-regulated in the any of the 3 sorted cell populations, whilst *Clec10a* of the C-type lectin/C-type lectin-like domain (CTL/CTLD) superfamily, associated with alternative activation [9] was only 2.2 fold up-regulated in the DC population. On the other hand, wound healing associated genes such as *igf-1* encoding Insulin-like growth factor 1 suggested to be involved in resolving tissue damage following helminth infection [38], and *fn1* encoding fibronectin produced during the resolution of tissue damage [39] were both highly up-regulated. This provides evidence supporting an evolutionary link between alternative activation in mononuclear phagocytes and the resolution of tissue damage caused by helminth infection [16, 17, 38]. Indeed, we have shown that schistosome cercariae cause significant tissue disruption as they invade through the skin [3], and therefore tissue repair of the skin following repeated exposure to invasive schistosome cercariae should be expected.

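Mrc1 rose in R4 from 1.101 ± 1.37 (n = 3) to 4.95 ± 1.38 (n = 2), 14.4-fold (log2 3.85, standard error 0.89, limma adjusted p = 0.236), and 7.34-fold without R4 4x replicate 2. In R4A it rose 5.05-fold over replicates 1 and 2 and 2.66-fold over all 3 arrays, with replicate 3 at 4.22 against 4.66 ± 0.50 after 1x infection. In R3 it rose 5.68-fold (limma adjusted p = 0.470).

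Of the Cd209 genes, Cd209e rose 16.1-fold in R3 (log2 4.01, standard error 0.76, limma adjusted p = 0.0604), and Cd209a rose 4.69-fold (limma adjusted p = 0.621). Cd209e was called in R3 without R3 1x replicate 3, at 21.3-fold (limma adjusted p = 0.0421). In R4, Cd209e was at least 7.64-fold higher, with no 1x array well above background, and Cd209a rose 3.77-fold. In R4A, Cd209e rose 12.2-fold and Cd209a 2.72-fold over replicates 1 and 2, and 7.29-fold and 1.95-fold over all 3 arrays, with replicate 3 at -0.32 and 0.18. Cd163 rose in R3 from -0.52 ± 1.09 (n = 3, of which 2 arrays were well above background) to 3.69 ± 0.51 (n = 4), 18.5-fold (limma adjusted p = 0.0908). It was called there without R3 1x replicate 3, at 27.9-fold (limma adjusted p = 0.0479), within a range of 0.000728 to 0.670 over the alternatives. In R4, Cd163 was at least 10.2-fold higher (limma adjusted p = 0.122). In R4A it rose 11.5-fold over replicates 1 and 2 and 8.79-fold over all 3 arrays, with replicate 3 at 0.56.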

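Arg1 rose in R4 from 2.10 ± 1.30 (n = 3) to 5.53 ± 0.92 (n = 2), 10.8-fold (log2 3.43, standard error 0.99, limma adjusted p = 0.757). Both 4x arrays were above every 1x array. With each array left out in turn the rise lay between 6.85-fold and 18.1-fold. In R3, Arg1 rose from 8.06 ± 1.03 (n = 3) to 9.08 ± 0.60 (n = 4), 2.03-fold (limma adjusted p = 1.00), which was less than the spread between replicates in R3 after 1x infection. Array weights in limma called Arg1 in R4 (limma adjusted p = 0.00482) and in R3 (limma adjusted p = 0.0248). In R4A, Arg1 went from 6.67 ± 0.93 (n = 3) to 8.05 ± 1.42 over replicates 1 and 2, 2.61-fold (limma adjusted p = 1.00). Over all 3 arrays it was 6.88 ± 2.27, 1.16-fold (limma adjusted p = 0.909), with replicate 3 at 4.53. Without R4A 4x replicate 1 the R4A change was -0.88 on the log2 scale.

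Clec10a rose in R4 from 2.31 ± 0.45 (n = 3) to 3.44 ± 0.06 (n = 2), 2.19-fold (standard error 0.88 on the log2 scale, limma adjusted p = 1.00), and in R3 from 3.14 ± 1.08 (n = 3) to 4.70 ± 0.80 (n = 4), 2.94-fold (standard error 0.74, limma adjusted p = 1.00). Clec10a was called in R3 with the percentile taken over probes well above background on all arrays (limma adjusted p = 0.0382), within a range of 0.000287 to 1.00. In R4A it rose 2.55-fold over replicates 1 and 2, from 3.97 ± 0.53 to 5.32 ± 0.09. Over all 3 arrays the rise was 1.09-fold, with replicate 3 at 1.66, and the direction was down without R4A 1x replicate 1, R4A 4x replicate 1 or R4A 4x replicate 2.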

The discrete DEC mononuclear phagocyte populations all express genes typically associated with alternative activation [9–12]. This provides a more in-depth analysis of DEC from 4x mice in which mononuclear phagocytes appeared to switch from classically-activated to alternatively-activated commensurate with up-regulated mRNA transcripts for Ym1 and RELMα but only low levels of iNOS and IFNγ [4]. Nevertheless, whilst the R4, R4A, and R3 mononuclear phagocytes all appear to be alternatively activated, subtle qualitative differences in the expression of specific genes between the three DEC populations underline the likely heterogeneity/plasticity of these mononuclear phagocytes which may have different and/or overlapping functional roles *in vivo* [40–42].

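Whether the change from 1x to 4x infection differed between populations was tested with an interaction term in limma. It called 0 probes between R4A and R3, 0 between R4 and R3 and 0 between R4 and R4A, both over the arrays of Fig. 1C and over all arrays. The smallest adjusted p over all arrays were 0.784, 1.00 and 0.997. At an unadjusted p under 0.05 and at least 2-fold, 560 probes differed between R4A and R3, 291 between R4 and R3 and 259 between R4 and R4A. A linear model without moderated variance gave 524, 296 and 259. With array weights in limma the adjusted counts were 73 between R4A and R3, 1045 between R4 and R3 and 0 between R4 and R4A.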

In the context of repeat infection of the skin with *S*. *mansoni* cercariae, DEC recovered from the site of infection had a pronounced increase in the expression of RELMα but its absence had no effect on the extent of skin inflammation (i.e. pinnae thickness), or on the numbers of mononuclear phagocyte DEC populations recovered from the skin infection site (Fig 3F–3H). The absence of RELMα did however result in a slight reduction in IL-10 production in the skin alongside an increase in the numbers of CD4^+^ cells in the sdLN such that they were as abundant as in 1x RELMαKO mice and were more numerous than in 4x WT cohorts. However, the absence of RELMα did not affect the development of CD4^+^ T cell hypo-responsiveness in the sdLN of 4x mice. In contrast, a separate study showed that RELMα KO mice infected with *Nippostrongylus brasiliensis* exhibit enhanced intestinal and pulmonary pathology accompanied by expulsion of the parasite indicating a regulatory role for RELMα by dampening normally protective strong Th2-dependent responses [32, 43]. Moreover, pulmonary immune granulomas to injected *S*. *mansoni* eggs were enhanced in the absence of RELMα [44], as were hepatic immune granulomas formed at the chronic phase of schistosome infection [32]. Nonetheless, these previous studies were performed when the immune response was skewed towards a Th2 phenotype [21]. In contrast, the response investigated in our study occurs at an early phase of infection, prior to egg-induced Th2 biased immunopathology, and is accompanied by cytokines with a mixed Th1 and Th2 type response [4]. Therefore, RELMα may only have a regulatory role during strong Th2 responses during the chronic phase of infection and we suggest that it has less of a role when the immune response has a mixed Th1/Th2 phenotype.

Signaling through IL-4Rα is well defined as being important in the development of alternative activation [10, 12] and in the maintenance of Th2 responses [45]. Whilst the absence of IL-4Rα did not have an impact on inflammation at the skin site of infection, nor on the number of DEC, its absence significantly increased the numbers of cells expressing high levels of MHC-II. In addition, increased release of pro-inflammatory IL-12p40 in the absence of IL-4Rα was accompanied by decreased levels of regulatory IL-10. Therefore, we considered it possible that the increased numbers of cells with antigen presenting potential in the skin might lead to enhanced CD4^+^ cell activity downstream in the sdLN. However, whilst the absence of IL-4Rα resulted in increased numbers of CD4^+^ cells in the skin infection site and the sdLN, the cells in the sdLN remained hypo-responsive *in vivo* to stimulation with parasite antigen similar to 4x WT mice. The use of cell specific gene deficient mice, such as those expressing a Cre recombinase from the lysozyme M-encoding locus, which has been widely used in the context of IL-4Rα function in macrophages and in the context of schistosome infection [22], would have been desirable to fully interrogate the role of particular genes on mononuclear phagocytes. However, such mice were not available during the current project. In addition, it has been reported that Il4rα excision in these mice is incomplete during inflammatory conditions [46], raising doubts about interpretation of data obtained using these mice and suggests that alternative cell specific gene animals should be sought.

Further analysis of CD4^+^ cells in the sdLN revealed that there was a significant elevation in the expression of Fas and FasL on the CD4^+^ T cells in the sdLN in 4x infected WT mice, whereas in the absence of IL-4Rα the expression levels of these two molecules was not elevated and was not different from those in 1x IL-4Rα mice. We also showed that skin biopsies from 4x IL-4RαKO mice, in contrast to 4x WT cohorts, released negligible quantities of IL-10 suggesting a possible role for IL-4Rα in the promotion of IL-10 production. Indeed, IL-4Rα signaling is required for the production of IL-10 derived from Th2 cells following infection with *N*. *brasiliensis*, thereby resulting in increased levels of regulation via IL-10 [47], although others show that IL-10 production following chronic schistosome infection can be IL-4Rα-independent [48]. Here, in our study we found that IL-10 production in the skin was significantly reduced in the absence of IL-4Rα, potentially resulting in decreased regulation via IL-10.

Several studies have identified a link between IL-10 and Fas/FasL expression. For example in systemic lupus erythematosus (SLE), IL-10 is directly able to induce the expression of Fas on the surface of T cells resulting in increased levels of apoptosis [49–51]. Moreover, we recently showed that in IL-10KO mice, there was reduced Fas expression on CD4^+^ T cells in the sdLN following repeated schistosome infection which led to a reduction in CD4^+^ T cell death in the sdLN and consequently may have contributed to the alleviation of CD4^+^ T cell hypo-responsiveness in the absence of IL-10 [8]. Here, we suggest a novel mechanism for the regulation of the immune response through IL-4Rα, which impacts both IL-10 production and antigen presenting cells numbers, which would subsequently regulate Fas and FasL expression on CD4^+^ T cells in the sdLN of 4x infected mice. Thus, IL-4Rα signaling results in increased IL-10 production, increased levels of apoptotic and/or dead T cells in 4x mice and a dampening of the immune response. This link between IL-4Rα and IL-10 and Fas/FasL-induced apoptosis could be a potential novel mechanism through which IL-4Rα regulates the immune system.

How the deposited data were processed for this re-analysis (not part of the article)

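Gene expression was measured in dermal exudate cells of mice exposed once (1x) or 4 times (4x) to 150 *S. mansoni* cercariae, taken 4 days after the final exposure and sorted into R4 DCs, R4A tissue macrophages and R3 macrophages. Each of the 18 arrays held RNA of a pool of 12 to 18 mice. There were 3 arrays of each population after 1x infection, and 2 of R4, 3 of R4A and 4 of R3 after 4x infection. The labels name R4 and R4A by cell type and marker, and R3 was assigned to the remaining label. The authors' description of the series counts 4 sorted populations, of which the labels name 3.

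The authors deposited the scanner output of each array, in which a spot's intensity has been background-subtracted and spatially detrended by Feature Extraction, with a substitute value for spots near background and with no normalization between arrays. The authors also deposited normalized log2 values from GeneSpring. These match the log2 intensity minus the 75th percentile of its array, centred for each probe on the median of the 18 arrays, with a lowest correlation over arrays of 0.999 and a median absolute difference of 0.0332. The paper's methods name GeneSpring for normalization, fold changes and dendrograms, and a one-way analysis of variance with Tukey's test as its general statistics, but no settings. It gives 0.05 as the p of GeneSpring's differentially expressed genes, with no test or correction named.

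From the intensities, control spots and spots marked as outliers by the scanner software were left out, spots of the same probe were averaged, and the log2 value was set against the array's 75th percentile over all probes. Of 55681 probes, 21529 (38.7%) were well above background on every array of at least 1 of the 6 groups and were tested. Of these, 20895 had no missing value and entered the distances and the list tests. Between 16.9% and 93.9% of probes were well above background on an array, and 0 spots were saturated. The number of arrays, 2 to 4 per group, limits the precision. Gene symbols came from the RefSeq accession of each probe through a gene table of assembly GRCm38.p6, used for names only, which matched 27235 probes (48.9%), among them 98.3% of those with a RefSeq mRNA accession. The array design is annotated to mm9 and no coordinates are given.

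Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with all 18 arrays in 6 groups and 1 shared estimate of the spread. The populations were sorted from pooled cells, so arrays of different populations may share mice, which the fit does not take into account. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. The comparisons were 4x against 1x in each population and averaged over the 3 populations, R4A against R3 and R4A against R4 after each exposure, and the differences of the 4x effect between populations. Distances were 1 minus Pearson's r between arrays, with exact permutations of the population labels. Lists were tested with fry, on 1 probe per gene, and adjusted over 9 tests (alternative activation genes named by the paper, alternative activation genes not named by it, classical activation genes) or over 24 tests (markers of macrophages, dendritic cells, eosinophils, mast cells and basophils, neutrophils, T cells, keratinocytes and fibroblasts). Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

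The genes given by name were set before the data were examined. They are every gene the paper names for the arrays in its text or Fig. 1D, the genes of the sorting markers F4/80 and MHC-II, and Nos2, Ifng and Il10. To these were added, for each population, up to 5 genes with the largest rise and up to 5 with the largest fall among called probes that were measured in both groups and whose 1x and 4x arrays do not overlap. A gene's probe is the one with the highest mean log2 value over all arrays. Of the genes the paper names, Ear12 matched no probe and Pax2 was not tested, as it was too dim. Where every array of the other group is well above background, a fold against a group with no such array is a lower bound. For it, each array of that group was given the higher of the probe's value and the lowest value among the array's probes well above background. The p of such a gene comes from its values as measured and not from the bound.

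The calculations were tested on simulated data made from these arrays with 200 changed probes of 20895. A log2 change of 4 was recovered for 79.5% of them in R4, 85.5% in R4A and 95.5% in R3, and a log2 change of 2 for 0.5%, 3% and 18.5%. Of 100 random lists of 12 genes in R3, 3 had a fry p under 0.05. The simulated noise was independent between probes and had the same spread on every array. The real arrays differed in quality, with array weights from 0.0559 to 4.51. These rates therefore test the calculations and do not give the power or error rate on the real arrays.

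The 18 arrays lay on 3 slides, and each slide held arrays of several groups. Arrays on the same slide deviated from their group means with a mean correlation across probes of 0.0652, against -0.0303 for arrays on different slides, and the slide was fitted as a block. Other alternatives were quantile normalization, a percentile over probes well above background on all arrays, normexp background correction, the authors' own normalized values, the replicate number as a block, array weights, no filter and a stricter filter on dim probes, 1 probe per gene, no minimum fold, only the groups compared in the fit, a linear model without moderated variance, Tukey's test, camera in place of fry, Spearman and Euclidean distances, and each array left out in turn. The experiments with gene-deficient mice, cultures and flow cytometry were not analysed here. Results for some single genes are not reported here.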

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

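Of the results in this part, all came from tests set before they were seen, apart from normexp on median spot intensities and the fits without the 3 arrays of broad signal, which were chosen only after the result was seen.

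Among the 4 R3 arrays after 4x infection, replicate 3 lay far from the others in Clec10a and in the number of spots that the scanner software marked as outliers. For Clec10a its value was 3.51 against 5.00 to 5.16 on the others, a gap of 0.904 of the whole range. For the marked spots it had 2638 against 130 to 148, a gap of 0.993 of the range. Of 32 such groups examined 2 stood out, and chance marks about 1 in 20. The array is 1 of 3, with R4A 4x replicate 3 and R3 1x replicate 2, on which most probes were well above background. Probes of olfactory and vomeronasal receptors, taken as silent outside sensory neurons, were well above background for 59.6% to 82.8% of 1450 probes on these 3 arrays and for 0.828% to 15.4% on the other 15. A candidate explanation is signal that does not come from the cells' transcripts, such as genomic DNA or nonspecific label. The receptor probes point to this for the broad signal, while for Clec10a and the marked spots no separate test was made. Without replicate 3 the rise of Clec10a in R3 was 3.88-fold, against 2.94-fold with it. No biological explanation was tested, as the arrays of this group share their condition.

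Cyp26b1 and Epas1, which the paper does not name, were called in R3. Cyp26b1 rose by 3.50 on the log2 scale, from -1.14 ± 0.62 (n = 3) to 2.36 ± 0.51 (n = 4), 11.3-fold (limma adjusted p = 0.0240). Epas1 rose by 3.33, from -1.97 ± 0.76 to 1.36 ± 0.55, 10.0-fold (limma adjusted p = 0.0240). On the 1x side 2 of 3 arrays were well above background for each. Of the 35 splits of the R3 arrays into 3 and 4, 2 gave as many higher probes as the real split of 8, so chance cannot be excluded for the count in R3. The other split gave 128 and put R3 1x replicates 1 and 2 with R3 4x replicates 3 and 4, arrays that follow no slide. Without the 3 arrays of broad signal, and without R3 1x replicate 2, the count of higher probes in R3 was 0. A difference in the signal of single arrays and an effect of 4x infection both stay open.

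Il17f, which the paper does not name, was the probe called lower in R4. All 1x arrays and none of the 4x arrays were well above background, so the fall is a bound, by which Il17f changed by at most -2.58 on the log2 scale. The value as measured was -4.52 (limma adjusted p = 0.0285), which rests on 4x values below background. The lower count in R4 was 0 whichever single R4 array was left out, and 0 with quantile normalization or the slide as a block. With 2 arrays after 4x infection, the splits of R4 were not counted. The T cell markers were well above background for 10 of 10 genes on every R4 array, with a median change of 0.25 (fry adjusted p = 0.882). Which cells expressed Il17f was not tested. An effect of 4x infection, the spread of single arrays and other cells in the gate all stay open.

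Averaged over the populations, 15 probes were lower after 4x infection, of which 13 matched a gene, and the paper names none of these 13 genes. Those with the largest falls were Il17a (-2.96), Il22 (-2.86), Il17f (-2.57), Clic5 (-2.49) and Ly6c1 (-2.44), chosen after their values were seen. Of the 47 higher genes, the paper does not name 23. Among these were Retnlg (2.88), Gata1 (2.80) and Mgll (2.75), also chosen after their values were seen. Of 100 splits of the arrays within populations, the real one included, 2 gave as many called probes as the real one, and 98 gave none, which argues against chance for the average effect. The scaling of the arrays argues less clearly. The lower probes numbered 31 with quantile normalization, 67 with the percentile over probes well above background on all arrays, 12 with the authors' own normalized values, 9 with the slide as a block, and 0 with normexp. The higher probes numbered 68, 267, 47, 52 and 11. Other cell types in the gates could contribute to the higher genes, as the eosinophil markers without the genes printed in Fig. 1D rose in R3 (fry p = 0.000475, with an exact permutation p of 0.0571 for the whole eosinophil list). In that permutation 0.0286 is the smallest p that 35 splits allow. Which of the sorted cells expressed the lower genes was not tested. An effect of 4x infection stays open as well.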

How the results depend on the processing

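The alternatives were set before the data were examined, except normexp on median spot intensities, the fits without the 3 arrays of broad signal and the permutation of exposure labels, which were chosen only after the result was seen. Normexp on mean spot intensities was not run, as the files hold no such column. The reported counts of probes were 3 higher and 1 lower in R4, 0 and 0 in R4A, 8 and 0 in R3, 65 for the average effect, 40 and 0 between R4A and R3 after 1x and 4x infection, 805 and 36 between R4A and R4, and 0 for each difference of effects between populations. Counts made but not given under an alternative stayed within 1.5 times the reported one, apart from those with a single array left out, which are given as ranges. Not counted were the average effect with only the groups compared, and the average effect and the differences of effect with Tukey's test. Unless said otherwise, the cause was not tested.

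Quantile normalization gave 0 lower in R4, 33 higher and 1 lower in R3, 99 for the average effect, 25 and 2 between R4A and R3, and 301 between R4A and R4 after 4x infection. The percentile over probes well above background on all arrays gave 13 higher in R4, 3 higher in R4A, 54 higher and 13 lower in R3, 334 for the average effect, 0 between R4A and R3 after 1x infection, and 2008 and 1135 between R4A and R4. Normexp gave 0 higher and 0 lower in R4, 21 higher in R3, 11 for the average effect, 0 between R4A and R3 after 1x infection, and 0 and 0 between R4A and R4. Its offset of 50 lies above the 75th percentile of the dim arrays and so compresses them. The share of higher probes was 100% in R4 with quantile normalization and 92.9% with the other percentile, against 75.0%. With that percentile it was 80.6% in R3 against 100%, and 94.1% between R4A and R4 after 4x infection against 66.7%. It was 54.2% there with the authors' own normalized values and 100% for the average effect with normexp, against 76.9%. The median change of all probes in R4A, -0.60, became -0.44, 0.47 and -0.35 under the 3 scalings. Relative to it, Retnla rose in R4A by 4.14 as reported and by 4.76, 4.15 and 2.83, and Arg1 by 0.81 and by 1.68, 0.81 and 0.94.

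With the replicate number as a block, 1 probe was higher and 0 lower in R4, 0 were higher in R3, 36 had an average effect and 0 differed between R4A and R4 after 4x infection. Arrays of the same number deviated from their group means with a mean correlation of 0.00773, against -0.00174 for other pairs. Within a population, single pairs of the same number ran from -0.464 (R3 replicate 3) to 0.402 (R4A replicate 2). The mean correlation therefore cannot exclude that arrays share mice or an experiment. With the slide as a block, 0 were higher and 0 lower in R4 and 6 differed between R4A and R4 after 4x infection.

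Array weights gave 241 higher and 204 lower in R4, 2657 and 1009 in R3, 680 for the average effect, 3704 and 221 between R4A and R3, 3853 and 1781 between R4A and R4, and differences of effect for 73 probes between R4A and R3 and 1045 between R4 and R3. The weights ranged from 0.0559 to 4.51. No filter on background gave 0 higher and 0 lower in R4, 0 higher in R3, 10 for the average effect, 0 between R4A and R3 after 1x infection, and 208 and 0 between R4A and R4. With 1 probe per gene, 5 were higher in R4, 23 in R3, and 22 differed between R4A and R3 after 4x infection. With only the groups compared, 31 were higher and 1 lower in R3, 0 differed between R4A and R3 after 1x infection, and 1438 and 0 between R4A and R4. The unmoderated, unadjusted model gave 255 higher and 245 lower in R4, 134 and 781 in R4A, 460 and 308 in R3, 952 for the average effect, 877 and 1011 between R4A and R3, 2544 and 2571 between R4A and R4, and 524, 296 and 259 differences of effect for R4A and R3, R4 and R3, and R4 and R4A. Tukey's test, unadjusted across probes, gave 61 and 42 in R4, 15 and 38 in R4A, 132 and 36 in R3, 176 and 157 between R4A and R3, and 419 between R4A and R4 after 4x infection. These last counts are larger by construction, as they are not adjusted. Without the 3 arrays of broad signal, 7 were higher and 4 lower in R4, 0 were higher in R3, 0 differed between R4A and R3 after 1x infection, and 1667 and 692 between R4A and R4. The stricter filter, no minimum fold and the authors' own normalized values kept every count within 1.5 times.

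With each array of the groups compared left out in turn, 0 to 8 probes were higher and 0 to 0 lower in R4, 0 to 0 higher and 0 to 0 lower in R4A, 0 to 21 higher and 0 to 19 lower in R3, and 27 to 126 had an average effect. Between R4A and R3, 0 to 190 differed after 1x and 0 to 24 after 4x infection, and between R4A and R4 345 to 715 and 0 to 445. The differences of effect stayed at 0 to 0. Without R4A 4x replicate 3 the average effect had 126 probes, and without R4 4x replicate 2 it had 27. Arrays outside a comparison act through the shared spread. With any of the 18 arrays left out, the ranges were 0 to 9 higher and 0 to 2 lower in R4, 0 to 38 higher in R3, 345 to 1508 between R4A and R4 after 1x infection and 0 to 29 between R4A and R3 after 4x infection, and the others stayed the same. Without R4A 4x replicate 3, R4 had 9 higher and 2 lower probes, R3 had 38 higher and 2 lower, and 1508 differed between R4A and R4 after 1x infection. A group left with 1 array is assumed to vary like the others.

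R4A lay closer to R4 than to R3 after 1x infection with no filter (-0.0370) and with the authors' own normalized values (-0.0834), and after 4x infection with no filter (-0.00733), against 0.0229 and 0.0187. The R4A to R3 distance after 1x minus after 4x infection, -0.0161, was 0.00131 with quantile normalization, 0.0457 with the authors' own normalized values, 0.0109 with normexp and 0.0354 without the arrays of broad signal. With each array left out these ranged from -0.00814 to 0.0415, from -0.00365 to 0.0314 and from -0.0384 to 0.0257. Distances from the authors' own normalized values, which are centred for each probe, are on a larger scale than the reported ones. Spearman and Euclidean distances kept each direction.

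Of the lists, the named alternative activation genes in R4A passed the threshold with quantile normalization (2.98), normexp (1.19), camera (3.00), array weights (3.74) and without the arrays of broad signal (2.88). The genes not named passed in R4 with quantile normalization (0.62), camera (0.46) and array weights (0.59), and in R3 with quantile normalization (1.47), normexp (1.43), camera (1.34), array weights (1.82) and without the arrays of broad signal (1.04). In R4A they changed direction with quantile normalization (0.41), camera (-0.27), array weights (0.53) and without the arrays of broad signal (0.78). The classical activation genes passed in R4 with quantile normalization (-0.61), camera (-0.97), array weights (-0.88) and without the arrays of broad signal (-0.97), in R4A with quantile normalization (-0.92) and camera (-1.59), and in R3 with quantile normalization (-0.45) and camera (-0.61), while array weights turned the test up (-0.20). The named genes in R4 lost the threshold without R4 4x replicate 2 (fry adjusted p = 0.0777), and those in R4A passed it without R4A 4x replicate 3 (0.0172). The classical genes in R4A passed it without R4A 4x replicate 1 (0.0364) or 2 (0.0233). With each array left out, the medians of the named genes ranged from 2.39 to 4.68 in R4, 2.15 to 3.19 in R4A and 3.50 to 4.28 in R3, those of the genes not named from 0.35 to 0.61, -0.76 to 0.78 and 0.88 to 1.87, and those of the classical genes from -1.20 to -0.60, -2.13 to -0.71 and -0.95 to -0.21.

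Of the named genes, 6 of 297 values with an array left out changed direction, all in R4A. Il4ra became -0.10 without R4A 4x replicate 1, Arg1 -0.32 without R4A 1x replicate 3 and -0.88 without R4A 4x replicate 1, and Clec10a -0.06 without R4A 1x replicate 1, -0.45 without R4A 4x replicate 1 and -0.51 without R4A 4x replicate 2. Il4ra, Arg1 and Clec10a rose at most by 1.73, 1.38 and 1.35 in R4A, each without R4A 4x replicate 3. A further 29 of the 297 lost an adjusted p past the threshold and 6 gained one. Under the other settings none changed direction. The number that gained one, of 49, was 21 with array weights, 6 with only the groups compared, 4 with normexp, 4 with the other percentile, 3 with quantile normalization, and 1 each with the authors' own normalized values and without the arrays of broad signal. The number that lost one was 7 with the replicate block, 6 without the arrays of broad signal, 3 with normexp, 2 each with quantile normalization and the slide as a block, and 1 with only the groups compared.

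Signal over background limits these results. The dim arrays had as few as 16.9% of probes well above background, so genes of low expression have only bounds there, and 4-fold changes were seldom recovered on simulated data.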

Differences from the paper's values

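All values here are fold changes of 4x over 1x infection, over all arrays of the population unless said otherwise. The R4A values therefore include replicate 3, which was taken as the array the paper did not use. Over replicates 1 and 2, Cd209e, Gja1 and Etv1 rose 12.2-fold, 9.18-fold and 5.40-fold, so their differences below go with replicate 3. Igf1 stayed below the paper's value there, at 4.52-fold. The alternatives named below were set before the data were examined, unless said otherwise. A value was counted as different when it was more than 1.5 times apart from the paper's. For genes other than Retnla with every 1x array well above background, it also had to lie further from it than the larger replicate SD on the log2 scale. A lower bound was counted only when more than 1.5 times above the paper's value. A value that is not counted can still be far from the paper's.

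For Igf1 in R4A, the paper's value is 8-fold and the value here was 2.21-fold, with a replicate SD of 1.84 on the log2 scale. It was not counted as different with quantile normalization (3.28), with the percentile over probes well above background on all arrays (4.66), with array weights (4.09), with the mean over the probes of the gene (2.41), and without R4A 1x replicate 1 (2.80) or R4A 4x replicate 3 (4.52). All of these still lie below the paper's value. It was still counted with the authors' own normalized values (2.15), with the replicate block, with the slide as a block, with only the groups compared, and without each of the other R4A arrays. Another probe of Igf1 rose by 3.00 on the log2 scale over R4A 4x replicates 1 and 2, a setting chosen after seeing the values that reaches the paper's value.

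For Cd209e in R4A, the paper's value is about 12-fold in Fig. 1D, read by eye, and the value here was 7.29-fold. It was not counted as different with quantile normalization (9.14), with the percentile over probes well above background on all arrays (15.3), with array weights (13.9), and without R4A 1x replicate 2 (9.08) or R4A 4x replicate 3 (12.2). It was still counted with the authors' own normalized values, with either block, with only the groups compared, and without each of the other R4A arrays.

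For Gja1 in R4A, the paper's value is about 10-fold in Fig. 1D, read by eye, and the value here was 5.48-fold. It was not counted as different with the percentile over probes well above background on all arrays (11.5), with array weights (11.4), and without R4A 1x replicate 1 (7.34) or R4A 4x replicate 3 (9.18). It was still counted with quantile normalization (3.03), with the authors' own normalized values, with either block, with only the groups compared, and without each of the other R4A arrays.

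For Etv1 in R4A, the paper's value is about 5-fold in Fig. 1D, read by eye, and the value here was 3.22-fold. It was not counted as different with the percentile over probes well above background on all arrays (6.77), with array weights (4.09), and without R4A 1x replicate 3 (3.59) or R4A 4x replicate 3 (5.40). It was still counted with quantile normalization (3.15), with the authors' own normalized values, with either block, with only the groups compared, and without each of the other R4A arrays.

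The paper states that Arg1 was not regulated beyond a small threshold in any of the sorted populations. Here Arg1 rose 10.8-fold in R4 (limma adjusted p = 0.757), 2.03-fold in R3, and in R4A 2.61-fold over replicates 1 and 2 and 1.16-fold over all 3 arrays. Over the alternatives its log2 rise in R4 lay between 2.48 and 4.18. Fig. 1D does not list Chi3l3 among the largest rises in R4. Here Chi3l3 had the largest measured rise in R4, 234-fold. Of the 15 largest measured rises here, Fig. 1D prints 5 in R4, 9 in R4A over replicates 1 and 2, and 15 in R3. In R4, 8 of the 14 genes that Fig. 1D prints had no 1x array well above background and could not enter this ranking. Before any value was set to a bound, the folds here lay within 1.1-fold of those in Fig. 1D for 13 of 14 genes in R4, 15 of 15 in R3 and 10 of 13 in R4A over replicates 1 and 2. Igf1 lay outside in both, at 26.1-fold in R4 against the paper's 30 and 4.52-fold in R4A against 8. Another probe of Igf1, with no 1x array well above background, rose 27.8-fold in R4 as measured, nearer the paper's value. Fig. 1D has 2 entries of Igf1 for R4A, at about 8 and about 5, read by eye. The ranges in the paper's text for Ccl24 and Fn1 have lower ends above its own R4A values, about 20 and about 11 in Fig. 1D, read by eye. The values here, 20.0-fold and 11.1-fold over replicates 1 and 2, lie close to those of Fig. 1D, and were 14.5-fold and 6.13-fold over all 3 arrays.

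The paper states that distinctions between R4A and R3 were reduced after 4x infection. Here the 1x distance minus the 4x distance was 0.0257 over the arrays of Fig. 1C and -0.0161 over all arrays. The paper states that the arrays clustered within each population. Here the nearest array was of the same population for 5 of 9 arrays after 1x infection and for 6 of 9 after 4x infection, and R4A and R3 arrays shared branches of the tree. The paper states that many genes rose after 4x infection in each population. Here limma called 3 higher probes in R4, 0 in R4A and 8 in R3, and at an unadjusted p under 0.05 and at least 2-fold there were 311, 183 and 541. Settings that called higher probes in R4A were the percentile over probes well above background on all arrays (3), the linear model without moderated variance (134, unadjusted) and Tukey's test (15, unadjusted).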

Other observations

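The tests of macrophages and of eosinophils in R4 and the ranks of genes not printed in Fig. 1D were chosen only after the result was seen. The tests with R4A 4x replicate 3 left out, and those of the macrophage and keratinocyte lists without the genes in question, were also chosen after the result was seen. The others were set in advance.

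Markers of eosinophils rose in R3 and R4, which could come from eosinophils in the sorted gates. Without the genes printed in Fig. 1D, 5 markers remained. In R3 their median was 2.48 (fry p = 0.000475, with an exact permutation p of 0.0571 for the whole list). In R4 it was 1.77 (fry p = 0.00553, with an exact permutation p of 0.100 for the whole list, the smallest that 10 splits allow). All 5 were higher in both. In R4A it was 0.47 over replicates 1 and 2 (fry p = 0.339), with 4 of 5 higher, and 0.91 over all 3 arrays (fry p = 0.121, with an exact permutation p of 0.100 for the whole list, the smallest that 20 relabellings allow). The whole list had medians of 3.38 in R4 (fry adjusted p over 24 tests = 0.00981) and 2.53 in R3 (0.00277). In R4A it was 1.13 over replicates 1 and 2 (0.231) and 1.80 over all 3 arrays (0.165). With genes at a bound set to it, the R4 median was 2.65. Epx, abundant in eosinophils, was well above background on 0 of 4 R3 and 0 of 2 R4 arrays after 4x infection, and Prg3 on 1 of 4 and 0 of 2. No array here is known to hold eosinophils, so a probe that does not respond stays possible. Eosinophils in the gates and expression of these genes by the sorted cells cannot be told apart. The same holds for the rise of Il4 in R3.

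Macrophages in the R4 gate could raise Mrc1, Fn1, Arg1 and Adgre1 there. The macrophage markers had a median of 2.10 in R4 (fry p = 0.131, with an exact permutation p of 0.100, the smallest that 10 splits allow). Adgre1 is itself on this list, and without it the median was 1.53 (fry p = 0.153, with the same exact permutation p). With R4A 4x replicate 3 out of the shared fit the fry p of the whole list was 0.0230 (fry adjusted p over 24 tests = 0.110), while the exact permutation uses the R4 arrays alone. In R3 the median was 0.19 (fry adjusted p = 0.951). In R4A it was 0.23 over replicates 1 and 2 (0.818) and -0.95 over all 3 arrays (0.463). The markers' median on replicate 3 was 2.53, against 6.48 and 6.08 on replicates 1 and 2 and 5.80 to 6.69 on the R4A arrays after 1x infection. The dendritic cell markers had medians of -0.996 in R4 (0.484) and -0.38 in R3 (0.951). In R4A they had -1.29 over replicates 1 and 2 (0.363) and -1.63 over all 3 arrays (0.215). With 2 R4 arrays after 4x infection this cannot be told apart from a change in the DCs.

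Keratinocytes in the R4 and R4A gates could raise Gja1 and Cdh1 there. Krt5 was well above background on 1 of the 5 R4 and R4A arrays after 4x infection. Krt14 was so on 2 of 2 R4 and 2 of 3 R4A arrays, and Krt10 on 0 of 2 and 2 of 3. Krt5 lies near background, so keratinocytes and a rise in the sorted cells cannot be told apart. The keratinocyte list had medians of 0.72 in R4 (fry adjusted p = 0.165) and 2.19 in R3 (0.0396, and 0.0583 with R4A 4x replicate 3 out of the shared fit). In R4A it had 0.25 over replicates 1 and 2 (0.228) and 0.90 over all 3 arrays (0.205). Gja1 and Cdh1 are 2 of its 5 tested genes, so it partly restates their rise and decides nothing about it. The other 3 had medians of 0.06 in R4 (fry p = 0.606, exact permutation p = 0.800) and -0.09 in R3 (fry p = 0.229, exact permutation p = 0.914). In R4A they had 0.25 over replicates 1 and 2 (fry p = 0.702) and 0.34 over all 3 arrays (fry p = 0.799, exact permutation p = 0.700).

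The other marker lists gave, in R4 and R3, medians of 0.13 and 0.31 for mast cells and basophils (fry adjusted p = 0.758 and 0.267), 0.93 and 1.36 for neutrophils (0.229 and 0.241), 0.25 and 1.85 for T cells (0.882 and 0.263), and 0.63 and -0.55 for fibroblasts (0.241 and 0.229). In R4A over replicates 1 and 2 they gave -0.60 for mast cells and basophils (0.569), 0.35 for neutrophils (0.869), -0.47 for T cells (0.860) and -0.96 for fibroblasts (0.110). The values over all 3 R4A arrays were -0.56 (0.463), -0.01 (0.882), -0.28 (0.882) and -0.42 (0.205). For neutrophils over all 3 arrays the test's direction was up, as was the mean of 0.40. The median of the mast cell and basophil list hides genes that moved apart, looked at after the values were seen. In R3, Mcpt8 changed by 3.12, Tpsb2 by 0.64, Kit by -0.43 and Hdc by -0.02. The list therefore does not exclude such cells in the gate.

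The count of a comparison could arise from any grouping of its arrays, and other groupings were counted, the real one included. Between R4A and R3 after 1x infection, and between R4A and R4 after 1x infection, 1 of 10 splits gave as many probes as the real one, and a share under 0.1 cannot be reached. Where the real count was 0, every split reaches it and the test decides nothing. This was so for 10 of 10 splits in R4A, 35 of 35 between R4A and R3 after 4x infection and 100 of 100 for the difference of the 4x effect between R4A and R3. In R4A, 1 split, R4A 1x replicates 2 and 3 with R4A 4x replicate 2, gave 307. The splits between R4A and R3 after 4x infection gave at most 12. Of the 100 for the difference of effect, 90 gave none and the largest count was 2618.

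Ifng went from 1.11 ± 1.13 (n = 3) to -0.73 ± 0.06 (n = 2) in R4 and changed by -0.15 in R3. In R4A it changed by -0.73 over replicates 1 and 2 and by -0.38 over all 3 arrays, with replicate 3 at -1.12. Il10 changed 2.80-fold in R4 and 1.17-fold in R3. In R4A it changed 0.957-fold over replicates 1 and 2 and 0.564-fold over all 3 arrays, with replicate 3 at -1.18. Nos2 changed 1.04-fold in R4A over replicates 1 and 2 and 0.344-fold over all 3 arrays, with replicate 3 at 1.78. None was called. Among genes with large measured rises that Fig. 1D does not print for the population were Ccl8 in R4 (4.95), and Cd163 (3.53) and Hbegf (2.94) in R4A over replicates 1 and 2.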
